# Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation

**DOI:** 10.1242/dmm.034124

**Published:** 2018-06-15

**Authors:** Laura E. Schultz, Jeffrey A. Haltom, Maira P. Almeida, Wesley A. Wierson, Staci L. Solin, Trevor J. Weiss, Jordan A. Helmer, Elizabeth J. Sandquist, Heather R. Shive, Maura McGrail

**Keywords:** Zebrafish, Rbbp4, Hdac1, RB1 embryonal oligoneural brain tumor, Epigenetic regulators, CRISPR somatic targeting, Neural progenitor

## Abstract

In this study, we used comparative genomics and developmental genetics to identify epigenetic regulators driving oncogenesis in a zebrafish *retinoblastoma 1* (*rb1*) somatic-targeting model of RB1 mutant embryonal brain tumors. Zebrafish *rb1* brain tumors caused by TALEN or CRISPR targeting are histologically similar to human central nervous system primitive neuroectodermal tumors (CNS-PNETs). Like the human oligoneural *OLIG2+/SOX10+* CNS-PNET subtype, zebrafish *rb1* tumors show elevated expression of neural progenitor transcription factors *olig2*, *sox10*, *sox8b* and the receptor tyrosine kinase *erbb3a* oncogene. Comparison of *rb1* tumor and *rb1/rb1* germline mutant larval transcriptomes shows that the altered oligoneural precursor signature is specific to tumor tissue**.** More than 170 chromatin regulators were differentially expressed in *rb1* tumors, including overexpression of chromatin remodeler components *histone deacetylase 1* (*hdac1*) and *retinoblastoma binding protein 4* (*rbbp4*). Germline mutant analysis confirms that zebrafish *rb1*, *rbbp4* and *hdac1* are required during brain development. *rb1* is necessary for neural precursor cell cycle exit and terminal differentiation, *rbbp4* is required for survival of postmitotic precursors, and *hdac1* maintains proliferation of the neural stem cell/progenitor pool. We present an *in vivo* assay using somatic CRISPR targeting plus live imaging of histone-H2A.F/Z-GFP fusion protein in developing larval brain to rapidly test the role of chromatin remodelers in neural stem and progenitor cells. Our somatic assay recapitulates germline mutant phenotypes and reveals a dynamic view of their roles in neural cell populations. Our study provides new insight into the epigenetic processes that might drive pathogenesis in RB1 brain tumors, and identifies Rbbp4 and its associated chromatin remodeling complexes as potential target pathways to induce apoptosis in RB1 mutant brain cancer cells.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** This study shows that chromatin remodelers that are overexpressed in a zebrafish model of RB1 mutant brain cancer are required for neural progenitor proliferation and survival, providing insight into potential mechanisms that drive tumor growth.

## INTRODUCTION

The retinoblastoma tumor suppressor Retinoblastoma 1 (RB1) plays distinct roles in regulating proliferation and differentiation in stem, progenitor and lineage-restricted cell populations (Fong and Slack, 2017; Julian and Blais, 2015; Sage, 2012). The canonical tumor suppressor role of RB1 is to regulate proliferation by transcriptional repression of E2F targets driving cell cycle entry (Dyson, 2016). RB1 might also function as a tumor suppressor by promoting differentiation of lineage-committed cells (Calo et al., 2010) and survival of postmitotic neurons (Naser et al., 2016; Vandenbosch et al., 2016), and preventing cellular reprogramming (Kareta et al., 2015). RB1 transcriptional control is mediated, in part, through association with chromatin remodelers that modify post-translational marks on histones to activate or repress gene expression (Beshiri et al., 2012; Brehm et al., 1998; Lin et al., 2011). Like RB1, many chromatin remodelers are mutated in human cancers (Vogelstein et al., 2013), implicating epigenetic control of gene expression as a significant contributor to oncogenesis (Conway et al., 2015; Suva et al., 2013). Recent analyses of the epigenome in human and mouse retinoblastoma show that histone modification correlates with oncogenic gene expression (Aldiri et al., 2017; Benavente et al., 2013; Zhang et al., 2012). Understanding how RB1 loss affects epigenetic control in neural stem and progenitor cells during development and in brain cancer is important for identifying new pathways that contribute to carcinogenesis.

Two epigenetic regulators that directly interact with RB1 are the retinoblastoma binding protein RBBP4 (Qian and Lee, 1995; Qian et al., 1993) and the Class I histone deacetylase HDAC1 (Brehm et al., 1998; Luo et al., 1998; Magnaghi-Jaulin et al., 1998). RBBP4 is a WD40-repeat histone chaperone (Burkhart and Sage, 2008; Murzina et al., 2008; Nowak et al., 2011; Song et al., 2008) and a chromatin adaptor component of multiple remodeling complexes, including the nucleosome remodeling and histone deacetylase complex (NuRD) (Alqarni et al., 2014) and the cell cycle regulatory DREAM complex (Harrison et al., 2006; Litovchick et al., 2007). RBBP4 expression is altered in human glioma (Forbes et al., 2017), and was recently shown to cooperate with the p300 (EP300) histone acetyl transferase to activate DNA repair pathway gene expression in glioblastoma cells in response to temozolomide (Kitange et al., 2016). HDAC1 is a component of NuRD and other repressive complexes which control maintenance of stem cell pluripotency and cell differentiation (Hayakawa and Nakayama, 2011). Studies in zebrafish show that *hdac1* is necessary for central and peripheral nervous system development (Henion et al., 1996; Ignatius et al., 2013), and is required for cell cycle exit and differentiation of neural precursors in the retina (Stadler et al., 2005; Yamaguchi et al., 2005). The role of HDAC1 in promoting proliferation versus differentiation could depend on the type and location of the neural cell population examined (Jaworska et al., 2015). Examining the contribution of HDAC1 and RBBP4 to maintaining the progenitor-like state of RB1 brain tumors would shed light on the mechanism of chromatin remodeling in epigenetic control of tumor suppression.

We previously demonstrated that genome editing nucleases can be used to model brain tumors in zebrafish by targeted somatic inactivation of the *rb1* tumor suppressor gene (Solin et al., 2015). Transcription activator-like effector nuclease (TALEN) targeting of zebrafish *rb1* leads to brain tumors with histological similarity to central nervous system primitive neuroectodermal tumors (CNS-PNETs) (Solin et al., 2015). The PNETs are a group of aggressive, poorly differentiated tumors that feature neuroblast-like cells, which suggests that this class of tumor originates from a progenitor population that mirrors the embryonic neuroectoderm (Ostrom et al., 2017; Chan et al., 2015). Recently, other zebrafish embryonal PNET models have been created by somatic targeting or oncogene overexpression. Targeting *rb1* in a *tp53* mutant background produces medulloblastoma-like PNETs arising in the zebrafish hindbrain (Shim et al., 2017). Activation of RAS/MAPK signaling by *NRAS* overexpression in zebrafish oligoneural precursors leads to PNETs (Modzelewska et al., 2016) that molecularly resemble the human oligoneural PNET subtype, *OLIG2+/SOX10+* CNS-PNET (Picard et al., 2012; Sturm et al., 2016), defined by elevated expression of the neural progenitor transcription factors OLIG2, SOX10, SOX8 and SOX2. Together, these models suggest that disruption of multiple cellular pathways can lead to the formation of PNETs. Whether epigenetic mechanisms also contribute to zebrafish embryonal PNET oncogenesis, as suggested by genomic analyses of human and mouse tumors, remains to be examined.

Here, we use transcriptomics, somatic and germline CRISPR/Cas9 mutagenesis, and live-cell imaging in zebrafish to identify candidate RB1-interacting chromatin remodelers and examine their role in neural stem and progenitor cells during development. Our analyses provide new insight into the genomic processes that drive oncogenesis in RB1 mutant brain tumors. Comparative transcriptome analysis of zebrafish *rb1* brain tumors with *rb1/rb1* homozygous mutant tissue suggests elevated expression of oligoneural precursor transcription factors, and chromatin remodelers distinguish neoplastic from mutant tissue. Isolation of *rb1* germline mutants shows that in the developing nervous system, *rb1* is required cell autonomously to block cell cycle re-entry in neural precursors. We demonstrate that the chromatin remodeling adaptor and histone chaperone *rbbp4* is necessary for the survival of neural precursors, and that in the absence of *rbbp4*, neural precursor cells undergo apoptosis. In contrast, *hdac1* is necessary to maintain proliferation in neural stem/progenitor cells. CRISPR somatic targeting recapitulates germline mutagenesis phenotypes. Live-cell imaging of histone H2A-GFP in mutant larvae reveals a dynamic view of the effect of gene loss on neural stem and progenitor cell division and survival. *rb1* mutant neural precursors re-enter the cell cycle but appear to stall in early mitosis, indicating a requirement for zebrafish Rb1 in initiating quiescence as well as progression through the cell cycle. Our genomic and phenotypic comparisons indicate that in *rb1* neoplastic cells, elevated levels of *rbbp4* and *hdac1* might contribute to proliferation and survival. Together, these results identify Rbbp4 and its associated chromatin remodelers as a potential new target for inhibiting tumor cell survival by driving neural cancer stem cells into apoptosis.

## RESULTS

### Zebrafish *rb1* brain tumors model embryonal *OLIG2+/SOX10+* CNS-PNETs

We previously developed a zebrafish *rb1* brain tumor model that resembles poorly differentiated primitive neuroectodermal tumors by somatic targeting of zebrafish *rb1* with TALENs (Solin et al., 2015). Targeting produces mosaic adults that develop brain tumors at 4-5 months of age (Fig. 1A). To determine the molecular signature of the zebrafish *rb1* brain tumors, ten tumor-bearing adults were dissected. Half of the tumor tissue was used for RNA isolation, and half was embedded for histological analysis (Fig. 1A; Fig. S1). RNA sequencing (RNA-Seq) libraries were prepared from the ten tumor biological replicates and two pools of three normal adult brains (Fig. S2) and analyzed for differentially expressed genes (Tables S1-S3). E2F targets driving cell cycle entry were highly upregulated, and Ingenuity Pathway Analysis (IPA) revealed activation of mitosis, cell cycle, and DNA replication, recombination and repair pathways (Fig. S3). Gene Set Enrichment Analysis (GSEA) also indicated a positive correlation with RB1-E2F oncogenic cell signaling and transcriptional regulation pathways, and a negative correlation with neurological differentiation (Fig. S4). These results are consistent with misregulation of RB1-dependent pathways driving oncogenesis in the *rb1* brain tumors.

**Fig. 1.**
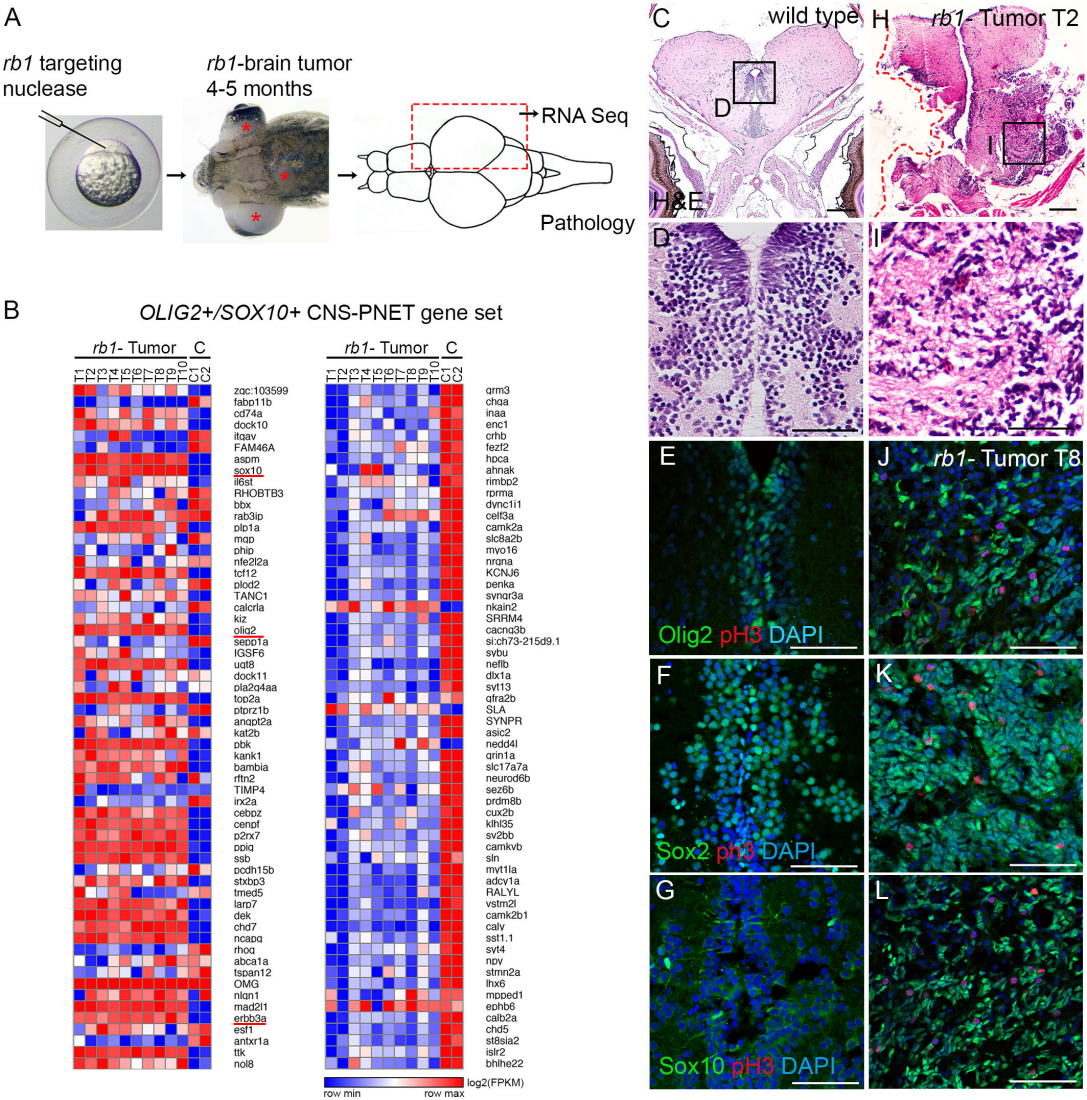
**Zebrafish *rb1* brain tumors express an oligoneural precursor signature similar to human *OLIG2+/SOX10+* CNS-PNET.** (A) Zebrafish *rb1* brain tumor model created by somatic targeting of *rb1* exon 2 with CRISPR-Cas9 or TALENs. Gross brain tumors develop in the midbrain and hindbrain (red asterisks) of adults at 4-5 months of age. For transcriptome analysis, half of the tumor tissue was dissected from ten tumor-positive fish for RNA isolation. The remaining tissue was embedded for pathology and immunolabeling. (B) Heat maps of log2(FPKM) show differential gene expression in zebrafish *rb1* brain tumor transcriptome of 120 genes in the human *OLIG2+/SOX10+* CNS-PNET subtype. *rb1* tumor RNA-Seq of ten biological replicates from ten individual tumor positive adults, and C RNA-Seq of two biological replicates of three pooled normal adult zebrafish brain, are shown. (C-L) Histological and immunolabeling of wild-type adult zebrafish pretectum/diencephalon (C-G) and tumor-containing brain tissue from transcriptome individual T2 (H,I) and T8 (J-L). Neoplastic cells in T2 tumor show small densely basophilic nuclei, consistent with primitive neuroectodermal-like tumors (H,I). In normal adult brain, Olig2, Sox2 and Sox10 labeling is restricted to cells at or adjacent to the ventricle (E-G). High levels of Olig2, Sox2 and Sox10 are detected in the neoplastic tissue in tumor T8. Phosphohistone H3-labeled mitotic cells are scattered throughout the lesion (J-L). Scale bars: 200 µm (C,H); 50 µm (E,F,G,J,K,L).

We next compared the zebrafish *rb1* brain tumor transcriptome to other zebrafish brain tumor models and to human CNS-PNET. A set of 120 genes most highly up- and downregulated in the human *OLIG2+/SOX10+* CNS-PNET subtype (Picard et al., 2012) was previously used to analyze differential gene expression in a zebrafish *NRAS* CNS-PNET model (Modzelewska et al., 2016). The zebrafish *rb1* brain tumors showed a similar pattern of differential gene expression across the 60 up- and 60 downregulated genes. Defining factors of the human oligoneural CNS-PNET subgroup, *olig2*, *sox10*, *sox8b* and *erbb3a*, and the stem/progenitor marker *sox2* (Fig. 1B; Tables S2 and S3) were upregulated in the zebrafish *rb1* tumors. Histopathological analyses of the remaining tumor tissue from the individuals used for transcriptome analyses were consistent with a proliferative, primitive neuroectodermal-like tumor (Fig. 1C-L; Fig. S1). In the diencephalon/pretectal region of wild-type adult zebrafish brain, Olig2, Sox2 and Sox10 immunolabeling is normally restricted to cells lining the ventricles and regions adjacent to the ventricular zone (Fig. 1C-G), where stem and progenitor cells are located. Immunolabeling of zebrafish *rb1* tumors confirmed high levels of expression of Olig2, Sox2 and Sox10 and numerous phosphohistone H3-positive mitotic cells scattered throughout the lesion (Fig. 1H-L). Together, these results demonstrate the zebrafish *rb1* brain tumors have a highly proliferative, poorly differentiated state with an oligoneural precursor molecular signature found in human *OLIG2+*/*SOX10+* and zebrafish *NRAS* CNS-PNETs.

### Zebrafish *rb1* is required cell autonomously for neural precursor cell cycle exit and terminal differentiation during development

Transcriptome and molecular analysis of zebrafish *rb1* tumors indicated that an oligoneural precursor phenotype drives tumor proliferation. To identify additional molecular and genomic changes that underlie transformation and oncogenesis in the absence of RB1, we generated RNA-Seq libraries from larval zebrafish homozygous for a recessive loss of function *rb1* mutation. The *rb1/rb1* mutant transcriptome was used for comparative analysis with the tumor transcriptome to identify molecular pathways that distinguish transformed *rb1* tumor cells from nontransformed *rb1/rb1* mutant cells.

We previously isolated a 7 bp frameshift mutation in *rb1* exon 2, *rb1Δ7^is54^*, and found that the allele is homozygous lethal during the larval stage between 5 and 10 days postfertilization (dpf) (Solin et al., 2015). To generate the *rb1Δ7/Δ7* transcriptome, 5 dpf larvae were collected from an incross between two heterozygous *rb1Δ7/+* adults. *rb1Δ7/Δ7* homozygotes do not show a dramatic gross morphological difference from wild-type or heterozygous siblings, other than the absence of a swim bladder. To confirm larval genotypes, larvae were dissected through the hindbrain; the head was placed in TRIzol and the trunk tissue used for genotyping (Fig. 2A). Five confirmed wild-type +/+ and homozygous *rb1Δ7/Δ7* heads were pooled in triplicate and used to prepare RNA-Seq libraries (Fig. 2A; Fig. S5, Table S4). 

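The transcriptome of *rb1Δ7/Δ7* mutant and +/+ wild-type heads was measured by RNA-Seq in 6 libraries, 3 of each genotype, each from a pool of 5 heads of 5 dpf larvae. Each library was sequenced in 2 lanes. The authors aligned the reads to the GRCz10 genome with GSNAP, kept uniquely aligned reads, counted them per gene with HTSeq, and deposited the counts of each lane without normalization. They also deposited FPKM values, which equal the count of a gene divided by its exonic length and by the total count of the lane. For the values reported here the counts of both lanes of a library were summed and the library was treated as 1 replicate. The 3 mutant libraries then held between 45158621 and 47700950 counts on genes, with a median of 47335038, and the 3 wild-type libraries between 41065256 and 46621056, with a median of 45542058. The 10 most counted genes took between 5.1% and 6.4% of the counts of a library. Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 22753 of 32266 genes that passed edgeR's filter on low counts. Genes were called differentially expressed at the paper's threshold, a Benjamini-Hochberg adjusted p of at most 0.01 and a change of at least 1.5-fold. The targeted gene, *rb1* (ENSDARG00000006782), had 570, 491 and 422 counts in mutant pools 1, 2 and 3, and 1221, 830 and 826 counts in wild-type pools 1, 2 and 3. Its expression was 10.3 ± 1.14 TMM-normalized CPM (SD, n = 3) in the mutant and 22.0 ± 4.36 (SD, n = 3) in the wild type, a log2 fold change of -1.09 (standard error 0.16, adjusted p = 0.0121 from edgeR's quasi-likelihood test). The ranges of the groups did not overlap, and the adjusted p was above the threshold of 0.01. With the pool number as a replicate block the log2 fold change was -1.08 (adjusted p = 0.00614 from edgeR). The Pearson correlation of FPKM across genes, which are not independent replicates, was at least 0.9999 between lanes of one library. It ranged from 0.9824 to 0.9963 between libraries of one genotype, and from 0.9524 to 0.9843 between a mutant and a wild-type library.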

Differential gene expression analysis of the *rb1/rb1* mutant larval transcriptome (Tables S5 and S6) showed upregulation of E2F targets driving cell cycle entry and IPA pathways controlling cell division, mitosis, and DNA replication, recombination and repair (Fig. S6), as expected for activation of E2F-dependent pathways in the absence of RB1. 

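At the paper's threshold, 269 genes were differentially expressed between the *rb1/rb1* mutant and wild-type heads, 204 of them higher in the mutant and 65 lower. The number fell most when wild-type pool 2 or wild-type pool 3 was left out, which left 3 genes and 1 gene called. It rose most when the 2 lanes of each library were entered as separate samples in DESeq2, which called 1794 genes. DESeq2 on the summed lanes called 1107 genes, and the authors' deposited table of their DESeq2 comparison holds 1024 genes past the threshold, which include 267 of the 269. Same-numbered pools of both genotypes deviated together from their group means, with a mean correlation across genes of 0.384. This was the highest value of the 6 ways to pair the pools, which are too few to tell it from chance. With the pool number as a replicate block, 234 genes passed, 176 of them among the 269. The E2F targets printed in Fig. S6A were tested as a list with limma's camera, a test of whether a list changed more than the other genes, with Benjamini-Hochberg adjustment over 12 lists. Their median log2 fold change was 0.83 (132 genes, adjusted p = 1.4e-72 from camera), and 0.84 with the replicate block (adjusted p = 4.2e-70). Of these genes, 29 were called higher and 0 lower, and 25 were called higher with the replicate block. At an unadjusted p under 0.05, 114 were higher and 0 lower. When the gene names of Fig. S6A were sorted by function, the median log2 fold change was 1.13 for DNA replication (31 genes, adjusted p = 2.1e-37 from camera), 1.02 for mitosis (26 genes, adjusted p = 8.1e-70) and 0.88 for recombination and repair (24 genes, adjusted p = 1.02e-21). With the replicate block the median was 1.18 for DNA replication (adjusted p = 5.9e-42 from camera), 1.03 for mitosis (adjusted p = 1.1e-57) and 0.88 for recombination and repair (adjusted p = 1.25e-22). All genes of these 3 lists were higher in the mutant, and 20 of the mitosis genes, 6 of the DNA replication genes and 1 of the recombination and repair genes were called higher. Camera gave small p-values for these lists in splits of the libraries that mix the genotypes as well. In the 9 such splits the E2F targets had an adjusted p of at most 0.05 from camera in 9, with 1.3e-26 as the smallest, but in none was their median as large, with 0.413 as the largest size. Each such split has 2 mutant libraries on one side and 1 on the other, so it keeps part of a difference between genotypes. Small p-values there cannot show what camera gives without such a difference. The splits thus do not calibrate the camera p, and it is not read as the strength of evidence for a difference between genotypes. The lists were read from the paper's heat map of differentially expressed genes of these libraries, so the tests describe the size of the change and are not an independent check of it. The paper states that a rise of E2F targets is what activation of E2F-dependent pathways without RB1 would bring.

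**Figure D1:**
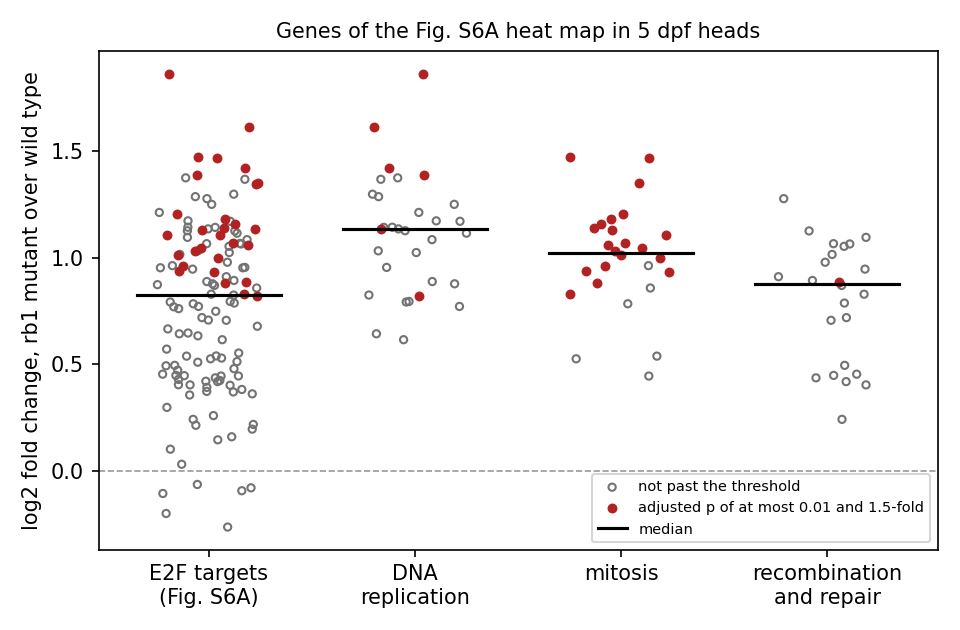
The log2 fold change of each gene (mutant over wild type, y axis) for the genes of Fig. S6A and for the genes sorted from it by function (x axis). Filled red points passed the threshold, open grey points did not, and black lines are medians, which lie at 0.83, 1.13, 1.02 and 0.88 from left to right.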

The results were remarkably similar to the *rb1* brain tumor transcriptome, suggesting that the activation of molecular pathways driving cell proliferation is controlled by similar mechanisms in *rb1/rb1* mutant and *rb1*-transformed cells.

**Fig. 2.**
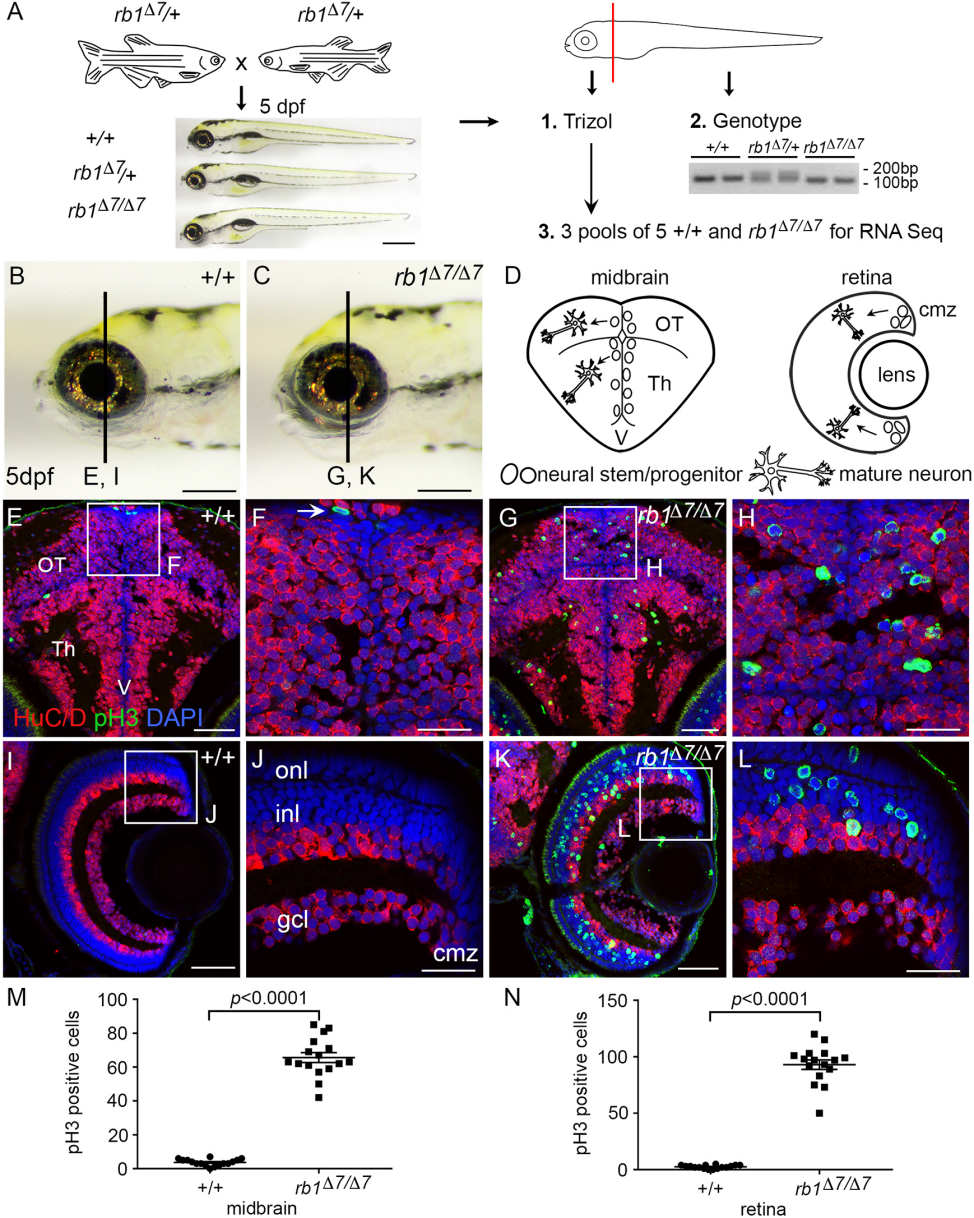
**Zebrafish *rb1Δ7/Δ7* homozygous mutant larval brain transcriptome and neurogenic phenotype.** (A) Zebrafish *rb1/rb1* mutant transcriptome was generated from *rb1Δ7/Δ7* homozygous and +/+ wild-type siblings from a cross between heterozygous *rb1Δ7/+* adults. Heads from 5 dpf larva were dissected and trunk tissue genotyped. Three pools of five heads of each genotype were used to generate RNA-Seq libraries. (B,C) Wild-type (B) and *rb1Δ7/Δ7* (C) 5 dpf larvae. (D) Diagram of larval midbrain and retina with location of neural stem and progenitor cells at brain ventricle (V) in the optic tectum (OT) and thalamic region (Th), and at the retina ciliary marginal zone (cmz). Mature, postmitotic neurons are located in the lateral brain parenchyma and inner retina. (E-L) Immunolocalization with neural differentiation marker HuC/D and mitotic M-phase marker phosphohsitone H3 (E,F,I,J). Wild-type brain and retina show the organization of mature neurons in dorsal brain optic tectum (OT), ventral brain thalamus (Th), and laminated layers of the retina (gcl, ganglion cell layer; inl, inner nuclear layer; onl, outer nuclear layer). Only one mitotic cell is detected at the brain ventricle (F, arrow). Mutant brain shows M-phase cells scattered throughout the midbrain tectum and thalamus (G,H). In the retina, numerous M-phase cells are present across the entire inner nuclear layer, with occasional cells in the outer nuclear and ganglion cell layer (K,L). (M,N) Quantification of pH3-positive cells in midbrain (M) and retina (N) sections from +/+ and *rb1Δ7/Δ7* individual 5 dpf larvae (*n*=16 for each genotype). Data are mean±s.e.m. *P*-values calculated by two-tailed unpaired Student's *t*-test. Scale bars: 200 µm (B,C); 50 µm (E,I,G,K); 20 µm (F,J,H,L).

To confirm the proliferative phenotype of *rb1/rb1* mutant cells, brain sections of 5 dpf *rb1/rb1* mutant larvae were labeled with proliferation and differentiation markers and showed an increase in mitotic-phase cells in the developing brain and retina (Fig. 2B-L). In wild-type midbrain, cycling cells are restricted to proliferative zones at the dorsal surface, ventricles and lateral edges of the brain (Fig. 2E,F), and at the ciliary marginal zone at the periphery of the retina (Fig. 2I,J), but are rarely captured in M phase by phosphohistone H3 labeling (Fig. 2E,F, boxed region and arrow, respectively). Phosphohistone H3-labeled cells are absent from the brain parenchyma (Fig. 2F) and mature retina (Fig. 2J), where the cell bodies of postmitotic differentiated neurons expressing the neuronal RNA binding protein HuC/D-Elavl3 are located in wild-type brain tissue. In contrast, in the *rb1/rb1* mutant larvae, ectopic phosphohistone H3-positive cells were detected throughout the midbrain optic tectum and thalamus (Fig. 2G,H), and in the inner and outer nuclear layers of the mature retina (Fig. 2K,L), at numbers significantly greater than in wild type **(**Fig. 2M,N; Table S7). Ectopic proliferation in the *rb1/rb1* mutant was also detected in the forebrain, cerebellum and hindbrain, along the entire anterior-posterior axis (Fig. S7). Close examination of the *rb1/rb1* mutant phosphohistone H3-positive cells showed no labeling with HuC/D (Fig. S8), suggesting that the cells were in a cycling progenitor-like state. These results are consistent with a requirement for RB1 in neural precursor cell cycle exit and terminal differentiation.

To examine whether the requirement for RB1 in neural precursor cell cycle exit was cell autonomous, genetic mosaics were created by transplanting *rb1/rb1* mutant cells from blastula-stage embryos into wild-type host embryos and examining their behavior in larval brain. Embryos from heterozygous *rb1Δ7/+* crossed to heterozygous *rb1Δ7/+;Tg(Tol2<ubi:DsRed2>)* adults carrying a ubiquitous RFP reporter transgene were collected, and cells from blastula-stage embryos were transplanted into a *casper* host embryo. The remaining donor embryo tissue was used to determine the *rb1* genotype (Fig. S9). Three host larvae containing cells from a +/+ or *rb1Δ7/Δ7* donor embryo were analyzed. At 5 dpf, host larvae were sectioned and co-labeled with antibodies against DsRed2, to identify the descendants of transplanted cells, or the proliferation marker phosphohistone H3 or the neuronal differentiation marker HuC/D (Fig. 3). The descendants of +/+ wild-type (Fig. 3A,B,E,F) and *rb1Δ7/Δ7* mutant (Fig. 3C,D,G,H) transplanted cells were incorporated into the developing brain and could be detected in the midbrain parenchyma. None of the +/+ wild-type cells were labeled with phosphohistone H3 (Fig. 3A,B), and each cell was positive for the neuronal marker HuC/D (Fig. 3E,F). The majority of the *rb1Δ7/Δ7* mutant cells were phosphohistone H3 negative. However, in each section, one or two phosphohistone H3-positive mutant cells with highly condensed chromatin were detected (Fig. 3C,D), indicating that the cells were in M phase. Each of the *rb1Δ7/Δ7* mutant cells expressed HuC/D, except for the M-phase cells with condensed chromatin (Fig. 3G,H, arrows). Higher magnification images show that each wild-type (Fig. 3I-L) or *rb1Δ7/Δ7* mutant (Fig. 3M-P) cell that labels positively for HuC/D and DsRed2 contains chromatin characteristic of interphase cells. In contrast, the *rb1Δ7/Δ7* mutant cells with highly condensed chromatin do not co-label with HuC/D (Fig. 3M-P). The presence of *rb1Δ7/Δ7* cells that express HuC/D/Elavl3 and *rb1Δ7/Δ7* cells with condensed chromatin in M phase suggests the mutant neural precursors are able to re-enter the cell cycle. These results demonstrate that the requirement for RB1 to block cell cycle entry in neural precursors is cell autonomous.

**Fig. 3.**
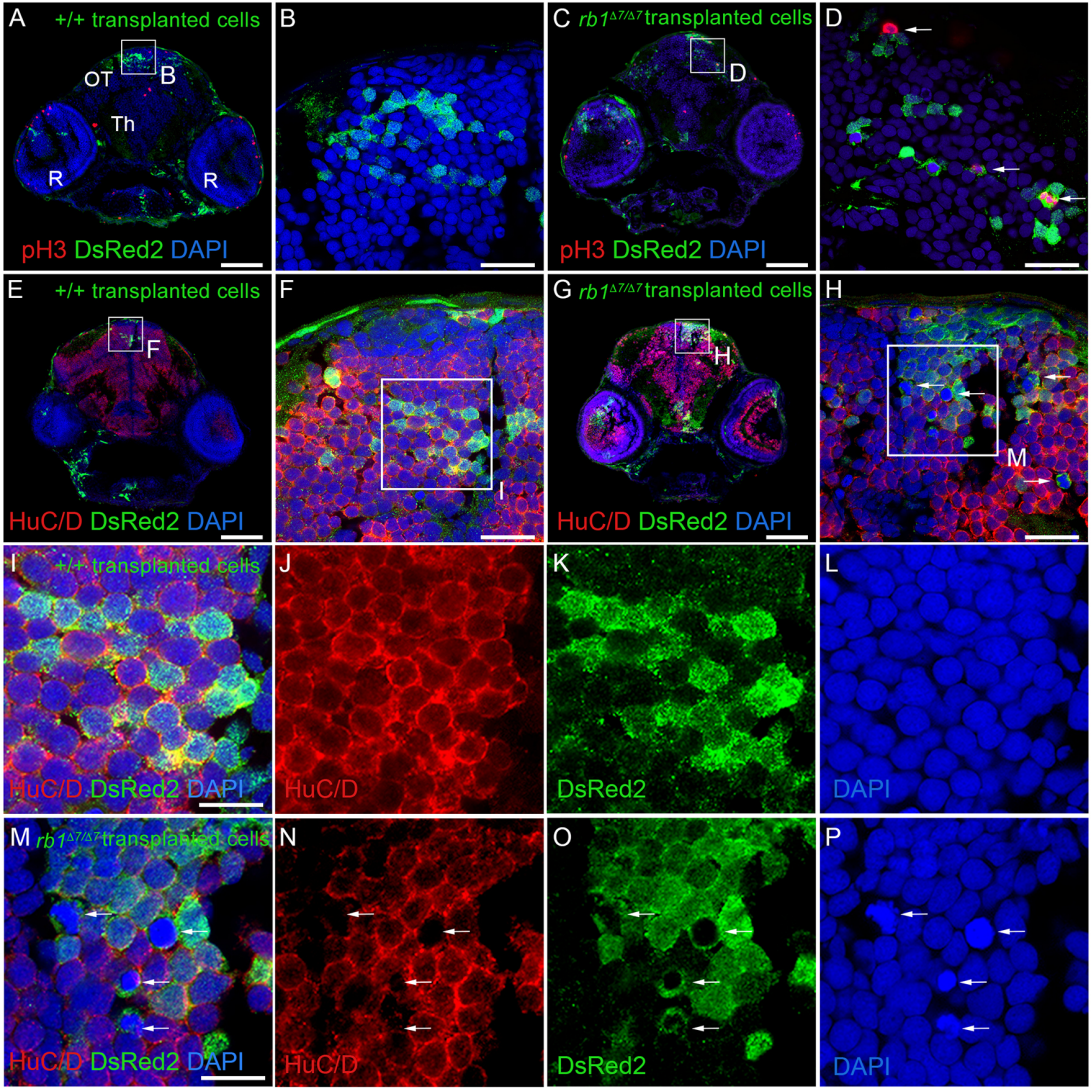
**Cell-autonomous requirement for RB1 in blocking cell cycle entry in zebrafish neural precursors.** Immunolabeling of 5 dpf host larval brain sections containing descendants of +/+; *ubi:DsRed2* and *rb1Δ7/Δ7; ubi:DsRed2* donor transplanted cells. *n*=3 individual transplant experiments for each donor genotype. (A-D) Phosphohistone H3- and DsRed2-labeled sections through the midbrain optic tectum (OT), thalamus (Th) and retinas (R). Wild-type (A,B) and *rb1Δ7/Δ7* mutant (C,D) cells present in a wild-type host optic tectum (OT). A few phosphohistone H3-positive *rb1Δ7/Δ7* mutant cells can be detected (D, arrows). (E-H) Neuronal marker HuC/D- and DsRed2-labeled sections. Wild-type (E,F) and *rb1Δ7/Δ7* mutant (G,H) cells in a host optic tectum express HuC/D. A number of *rb1Δ7/Δ7* mutant cells with highly condensed chromatin lack HuC/D labeling (H, arrows). (I-J) Boxed region in F, showing HuC/D- and DsRed2-positive wild-type cells with interphase chromatin. (M-P) Boxed region in H, showing that DsRed2-positive *rb1Δ7/Δ7* mutant cells with interphase chromatin also express HuC/D. HuC/D is absent from *rb1Δ7/Δ7* mutant cells with highly condensed chromatin (arrows). Scale bars: 100 µm (A,C,E,G); 20 µm (B,D,F,H); 10 µm (I,M).

### Comparison of zebrafish *rb1* tumor and *rb1/rb1* mutant transcriptomes suggests that epigenetics drive *rb1* tumor growth

The *rb1Δ7/Δ7* mutant transcriptome and phenotypic analyses showed that *rb1/rb1* mutant cells can re-enter the cell cycle and proceed into M phase, but lack continuous unregulated proliferation characteristic of *rb1*-transformed tumor cells. To gain insight into the molecular differences between *rb1/rb1* mutant and *rb1*-transformed cells, we performed additional comparative analyses between the zebrafish *rb1* mutant and brain tumor transcriptomes. We focused on transcriptional regulators which include epigenetic chromatin remodelers and transcription factors, because a number of studies indicate that regulation of the epigenome is a critical component of oncogenesis (Suva et al., 2013).

Of the 3302 transcriptional regulators in the zebrafish genome (Armant et al., 2013), 1191 were differentially expressed in the *rb1* tumor transcriptome, and 122 were differentially expressed in the *rb1/rb1* mutant transcriptome (Tables S3 and S6). The majority of the differentially expressed transcriptional regulators in both transcriptomes were transcription factors; approximately one fifth were chromatin regulators (Fig. 4A). However, elevated expression of stem and neural progenitor transcription factors *sox2*, *sox8*, *sox10*, *olig2* and *ascl1b*, and downregulation of proneurogenic transcription factors *pax6a*, *pax2a*, *neurod1* and *neurod6a*, was unique to the tumor (Fig. 4B). *olig2* [tumor 11.2-fold, Benjamini-Hochberg adjusted *P*-value (*P*adj)<0.00001; mutant 1.1-fold, *P*adj= 0.71904] and *ascl1b* (tumor 18-fold, *P*adj<0.00001; mutant 0.9-fold, *P*adj=0.69777) levels were confirmed by quantitative reverse transcription polymerase chain reaction (qRT-PCR) (Table S8) in *rb1* tumor tissue compared with normal adult brain (Fig. 4C), and in the 5 dpf *rb1/rb1* mutant larvae compared with wild type (Fig. 4D).

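In the *rb1/rb1* mutant libraries none of these transcription factors passed an adjusted p of 0.01 in edgeR's quasi-likelihood test. *olig2* (ENSDARG00000040946) was expressed at 13.7 ± 0.422 CPM (SD, n = 3) in the mutant and 12.6 ± 0.991 (SD, n = 3) in the wild type, a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.555 from the same edgeR test). Of the identifiers with the symbol *ascl1b*, the one with more counts, ENSDARG00000101628, was at 7.82 ± 1.14 CPM (SD, n = 3) and 8.58 ± 0.399 (SD, n = 3), a log2 fold change of -0.13 (standard error 0.14, adjusted p = 0.614 from edgeR). The other, ENSDARG00000009702, had a log2 fold change of 0.58 (standard error 0.44, adjusted p = 0.479 from edgeR, and 0.149 with the replicate block). *sox2* had a log2 fold change of 0.17 (adjusted p = 0.324 from edgeR) and *sox10* of -0.02 (adjusted p = 0.927). *sox8b* was higher in all 3 mutant libraries than in the wild type, with a log2 fold change of 0.66 (standard error 0.19, adjusted p = 0.0827 from edgeR). Among the proneurogenic factors, the log2 fold change was 0.05 for *pax6a*, 0.16 for *pax2a*, 0.00 for *neurod1* and 0.07 for *neurod6a*, and each was smaller than its standard error. With the pool number as a replicate block the adjusted p was 0.496 for *olig2*, 0.548 for *ascl1b* and 0.0606 for *sox8b* (edgeR), and none of the 9 genes passed 0.01. *sox8b* passed 0.01 only when the lanes were entered as separate samples. Under other processing the signs of *sox10* and *neurod1* changed, and those of *pax6a*, *pax2a* and *neurod6a* changed only in fits that left out a library.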

**Fig. 4.**
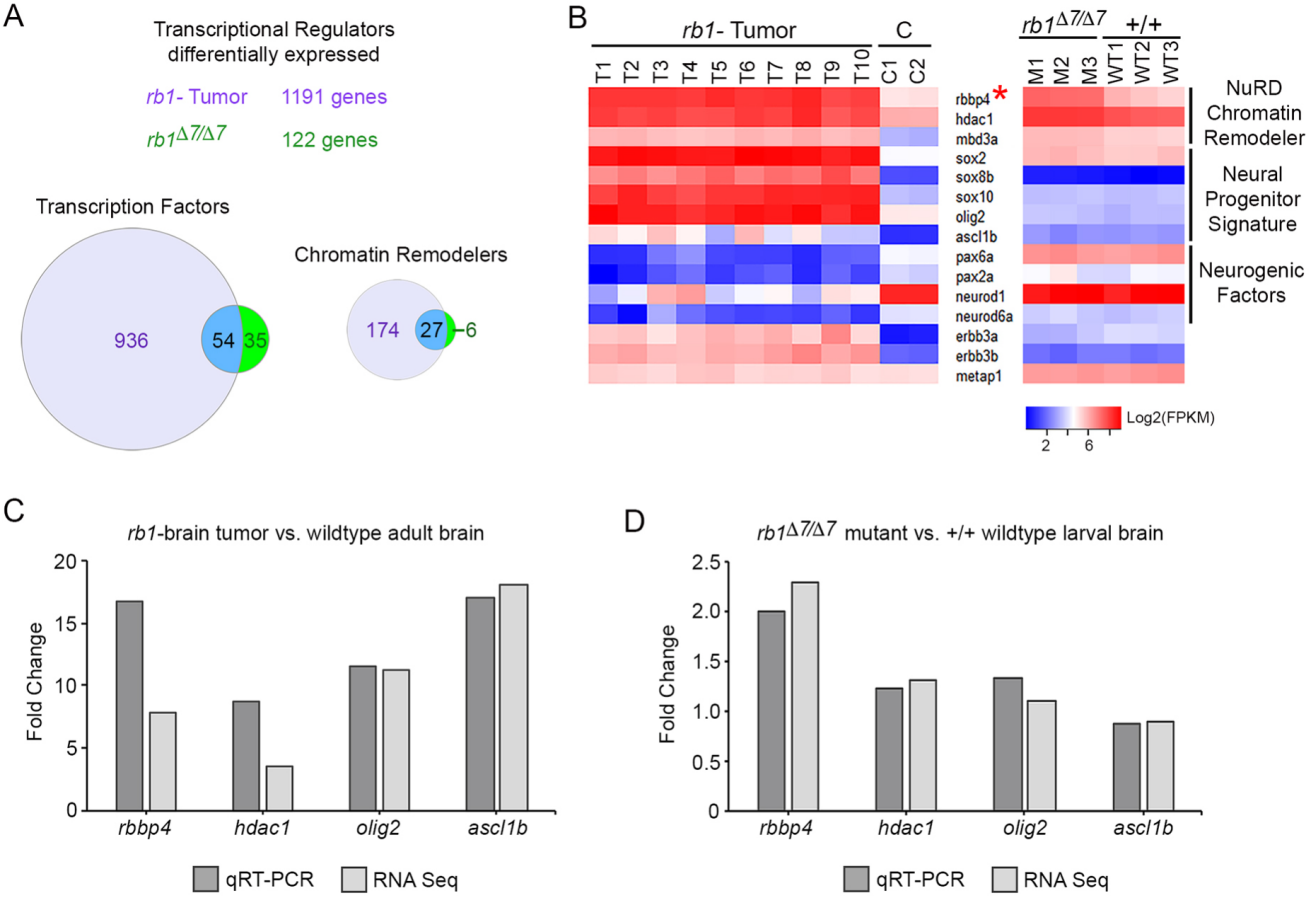
**Differential gene expression of transcriptional regulators in *rb1* tumor and *rb1/rb1* mutant transcriptomes.** (A) Comparative analysis of all differentially expressed transcriptional regulators in *rb1* tumor and *rb1/rb1* transcriptomes. (B) Heat maps of log2(FPKM) showing relative expression of components of the NuRD chromatin remodeler, neural progenitor and neurogenic transcription factors in *rb1* tumor and *rb1/rb1* mutant transcriptomes. Tables S3 and S6 contain fold change and *P*-values calculated using DESeq2. (C,D) Average fold change of *rbbp4*, *hdac1*, *olig2* and *ascl1b* measured by qRT-PCR in triplicate (dark-gray bars) and transcriptome DESeq2 calculated values (light-gray bars) in *rb1* tumor tissue versus normal adult brain (C) and 5dpf *rb1/rb1* mutant versus wild-type larvae (D). *metap1*, housekeeping gene used as a standard control for heat maps and qRT-PCR.

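The NuRD subunits tested were higher in the *rb1/rb1* mutant, with a smaller median change than the E2F targets. The E2F list was chosen at least in part on these libraries, which can enlarge its median, so the sizes are not compared on equal terms. Of the 14 subunits tested, all had a higher expression in the mutant, with a median log2 fold change of 0.25 (adjusted p = 2.8e-06 from limma's camera, and 2.0e-05 with the pool number as a replicate block). In the 9 splits of the libraries that mix the genotypes, camera gave this list an adjusted p of at most 0.05 in 4, with 0.000707 as the smallest, and the largest size of its median was 0.199. The split with mutant pools 1 and 2 and wild-type pool 2 on one side had 13 of 14 subunits higher. That side holds 2 of the 3 mutant libraries, so a rise in the mutant would also raise the subunits there. The splits are few and each keeps part of a genotype difference, so they cannot decide, and chance is not ruled out for the joint rise. In 10 of the 14 subunits all 3 mutant libraries were above all 3 wild-type libraries. Only *rbbp4* passed the threshold among the 14 subunits, and *chd3* had the smallest change (log2 fold change 0.04). The *erbb3a* gene was lower in all 3 mutant libraries, with a log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.0728 from edgeR's quasi-likelihood test, and 0.0673 with the replicate block). *erbb3b* had a log2 fold change of -0.17 (adjusted p = 0.574 from edgeR, and 0.334 with the replicate block). The housekeeping gene *metap1* was at 94.0 ± 10.7 CPM (SD, n = 3) in the mutant and 105.7 ± 7.99 (SD, n = 3) in the wild type, a log2 fold change of -0.17 (standard error 0.11, adjusted p = 0.422 from edgeR, and 0.299 with the replicate block).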

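In the *rb1/rb1* mutant heads *rbbp4* (ENSDARG00000029058) was expressed at 170.3 ± 8.99 CPM (SD, n = 3), against 70.0 ± 13.1 (SD, n = 3) in the wild type. The log2 fold change was 1.28, which is 2.43-fold (standard error 0.14 on the log2 scale, adjusted p = 0.00424 from edgeR's quasi-likelihood test). With the pool number as a replicate block the log2 fold change was 1.30 (adjusted p = 0.00627 from edgeR). Every mutant library was above every wild-type library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allows). With each library left out in turn the log2 fold change stayed between 1.17 and 1.44, and the adjusted p was at most 0.01 in 2 of the 6 fits, with a range from 0.00689 to 0.0388.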

The chromatin adaptor *rbbp4*, a component of multiple chromatin remodelers controlling gene expression including NuRD, PRC2, histone acetyltransferase p300 and the cell cycle DREAM/MuvB complex, was upregulated in both *rb1* tumor (7.8-fold, *P*adj<0.00001) and *rb1/rb1* mutant (2.3-fold, *P*adj<0.00001) transcriptomes (Fig. 4B, asterisk; Tables S3 and S6). Like *rbbp4*, *hdac1*, the catalytic component of NuRD, and *mbd3a*, a DNA binding subunit, were both significantly overexpressed in the *rb1* tumor (*hdac1* 3.6-fold, *P*adj<0.00001; *mbd3a* 6.1-fold, *P*adj<0.00001). 

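In the *rb1/rb1* mutant libraries *hdac1* (ENSDARG00000015427) was expressed at 321.6 ± 7.33 CPM (SD, n = 3), against 237.8 ± 16.8 (SD, n = 3) in the wild type. Its log2 fold change was 0.44, which is 1.35-fold (standard error 0.09, adjusted p = 0.0369 from edgeR's quasi-likelihood test), and the adjusted p was 0.0481 with the replicate block. *mbd3a* (ENSDARG00000061774) was at 65.6 ± 0.400 CPM (SD, n = 3) and 53.9 ± 2.92 (SD, n = 3), a log2 fold change of 0.28 or 1.22-fold (standard error 0.08, adjusted p = 0.0883 from edgeR, and 0.0866 with the replicate block). All 3 mutant libraries were above all 3 wild-type libraries for both genes, and neither reached an adjusted p of 0.01. With DESeq2 on the same summed counts, the adjusted p of *hdac1* was 0.00117. The increase of *rbbp4* was set against that of each gene within a library. The log2 ratio of *rbbp4* to *hdac1* rose by 0.86 in the mutant, from -1.78 ± 0.166 (SD, n = 3) to -0.92 ± 0.0621 (SD, n = 3). The log2 ratio of *rbbp4* to *mbd3a* rose by 1.02, from 0.36 ± 0.225 (SD, n = 3) to 1.38 ± 0.0692 (SD, n = 3). Both ratios were higher in every mutant library than in every wild-type library (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allows). Within same-numbered pairs both ratios were higher in the mutant in 3 of 3 pairs (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow).

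**Figure D2:**
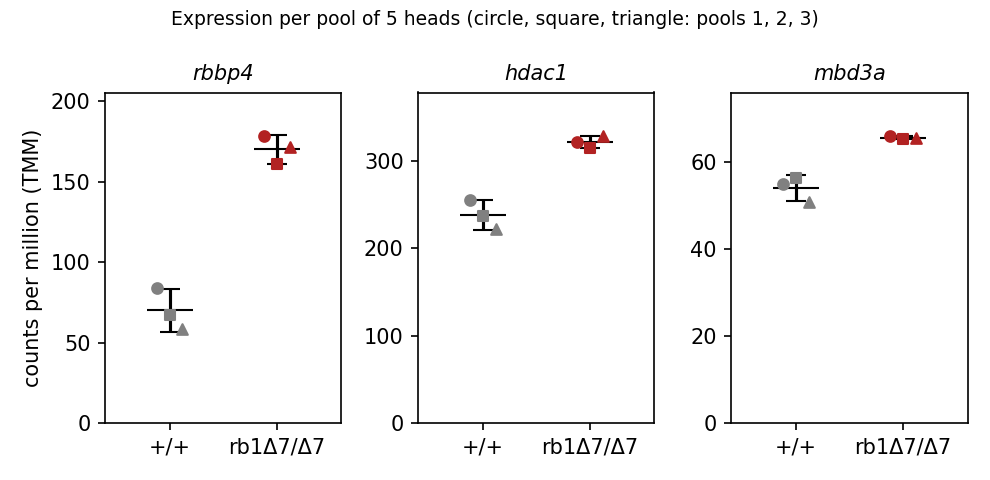
TMM-normalized CPM (y axis) of *rbbp4*, *hdac1* and *mbd3a* in each pool of 5 heads, by genotype (x axis). Circles, squares and triangles are pools 1, 2 and 3, horizontal lines are means and error bars are SD over 3 pools, and the mutant pools lie above the wild-type pools for each gene.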

Although *hdac1* and *mbbd3a* were also upregulated in the *rb1/rb1* mutant (*hdac1* 1.3-fold, *P*adj=0.00123; *mbd3a* 1.2-fold, *P*adj=0.06262), neither was as highly elevated as *rbbp4*. qRT-PCR confirmed the change in gene expression for *rbbp4* and *hdac1* in *rb1* tumor tissue (Fig. 4C) and in the 5 dpf *rb1/rb1* mutant larvae (Fig. 4D). The differences in gene expression between tumor and mutant suggest that expression of neural stem and progenitor transcription factors, together with altered chromatin remodeler activity, correlates with transformation of *rb1* mutant cells, maintenance of the tumor progenitor-like state and tumor oncogenesis.

### Distinct requirements for chromatin remodelers *rbbp4* and *hdac1* in neurogenesis

To investigate how *rbbp4* and *hdac1* drive zebrafish *rb1* brain tumorigenesis, we isolated stable germline loss of function mutations in each and examined their role in neural development. CRISPR-Cas9 gene editing was used to generate a frameshift mutation in exon 2 of *rbbp4* (Fig. 5A-C) and exon 5 of *hdac1* (Fig. 5D-F). A recessive lethal loss-of-function 4 bp deletion mutation line was established for each, designated *rbbp4Δ4^is60^* and *hdac1Δ4^is70^.* Homozygous mutant *rbbp4Δ4/Δ4* larvae are lethal between 5 and 10 dpf and show a severe neurogenic phenotype with microcephaly and microphthalmia (Fig. 5C). Similar to the previously published *colgate* (*hdac1*) mutant (Henion et al., 1996; Ignatius et al., 2008), homozygous mutant *hdac1Δ4/Δ4* are also larval lethal, and at 3 dpf show a reduced body size, curved trunk, microcephaly and coloboma in the retina (Fig. 5F, arrow). Homozygous mutant larvae were examined at 2 dpf to determine the defect underlying the reduced size of the brain and retina (Fig. 5G-J). In 2 dpf wild-type larval brain and retina, only a few apoptotic cells were labeled with an antibody against activated caspase 3 (Fig. 5H). *rbbp4Δ4/Δ4* mutants showed extensive apoptosis in the midbrain optic tectum and retina, regions of active proliferation as the embryo transitions to larval neurogenesis, demonstrating that Rbbp4 is required for survival of neural precursors (Fig. 5I). The failure of *rbbp4Δ4/Δ4* neural precursors to survive explains the reduced eye and microcephaly observed in mutant larvae. In contrast to *rbbp4*, which showed significant high levels of apoptotic cells, the amount of apoptosis in the 2 dpf *hdac1Δ4/Δ4* mutant was not statistically different from wild type (Fig. 5J,K,L; Table S9). However, the size of the tectum and thalamus was reduced compared with wild type, with a decrease in the amount of HuC/D-expressing neurons in the parenchyma (Fig. 5J). The absence of apoptosis combined with an overall reduced size suggests that *hdac1* is required for persistent proliferation of stem cells to generate the neural progenitor pool and new neurons. These results show a distinct requirement for *rbbp4* in neural progenitor or precursor survival, whereas *hdac1* is necessary for maintaining proliferation of the neural stem and/or progenitor pool. Similar roles in neural progenitor proliferation and survival could drive unregulated tumor growth in zebrafish *rb1* brain tumors.

**Fig. 5.**
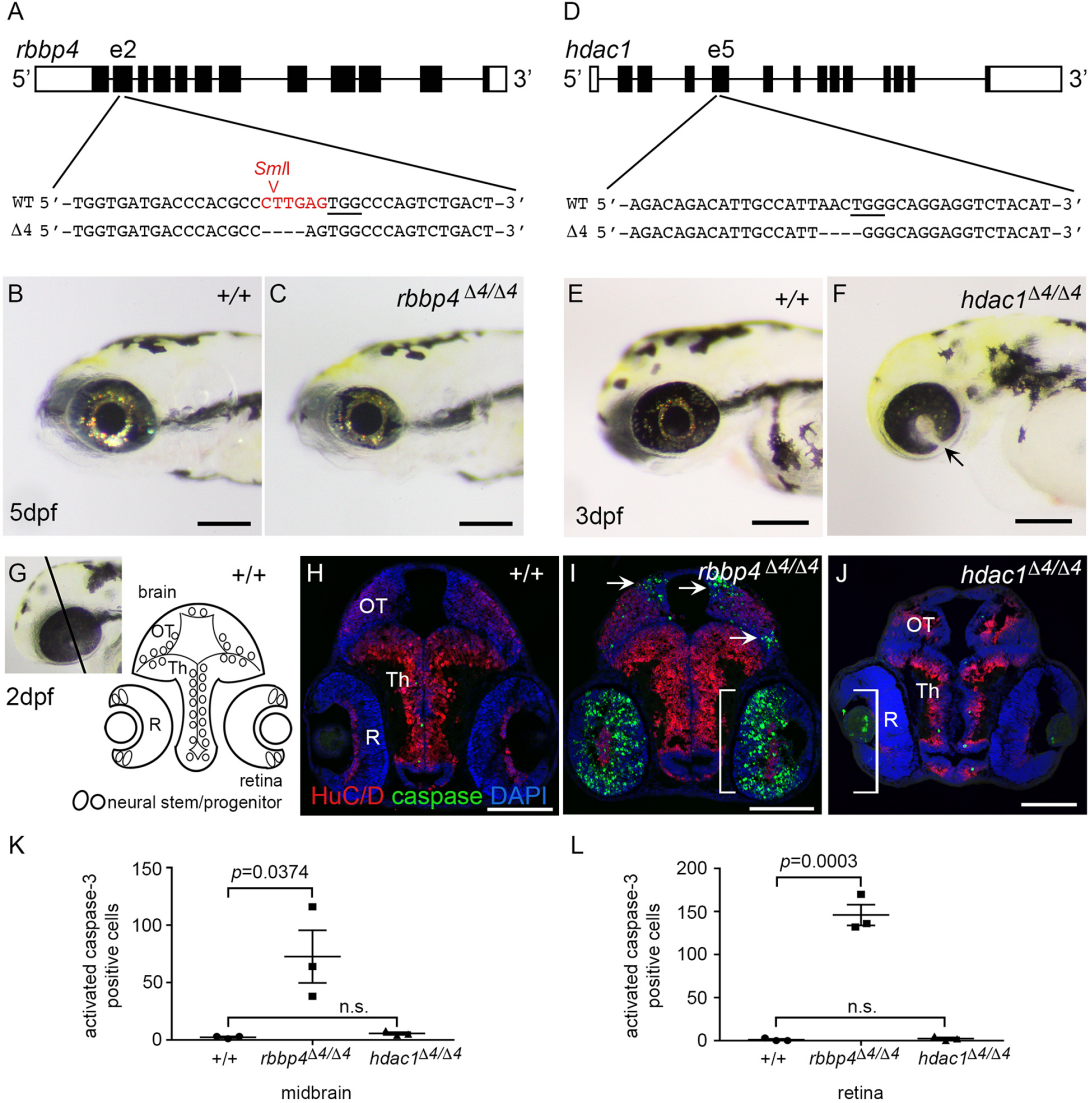
**Requirement for chromatin remodelers *rbbp4 and hdac1* in zebrafish neurogenesis.** (A) CRISPR target site in exon 2 of *rbbp4* used to isolate 4 bp frameshift mutation *rbbp4Δ4-is60*. PAM sequence is underlined. *Sml*I restriction enzyme site overlapping the target site is shown in red. (B) 5 dpf wild-type (+/+) larva. (C) Gross phenotype of 5 dpf homozygous mutant *rbbp4Δ4/Δ4* larva showing microcephaly and microphthalmia. (D) CRISPR target site in exon 5 of *hdac1* used to isolate 4 bp frameshift mutation *hdac1Δ4-is70*. PAM sequence is underlined. (E) 3 dpf wild-type larva. (F) Gross phenotype of 3 dpf homozygous mutant *hdac1Δ4/Δ4* larva showing microcephaly and retinal coloboma (arrow). (G) Diagram of 2 dpf larval midbrain and retina. (H-J) Sections of wild-type (H), *rbbp4Δ4/Δ4* (I) and *hdac1Δ4/Δ4* (J) 2 dpf larval heads labeled with neural differentiation marker HuC/D (red) and apoptosis marker activated caspase 3 (green). In *rbbp4Δ4/Δ4*, apoptosis is present in the dorsal and lateral tectum (arrows), and throughout the inner retina (brackets) (I). *hdac1Δ4/Δ4* larval brain and retina are smaller than wild type, but few apoptotic cells are detected in the brain or retina (J). (K,L) Quantification of activated caspase 3 in the midbrain (K) and retina (L) of 2 dpf wild-type, *rbbp4Δ4/Δ4* and *hdac1Δ4/Δ4* larvae. OT, optic tectum; Th, thalamus; R, retina. Scale bars: 500 µm (B,C); 200 µm (E,F); 100 µm (H-J).

### Somatic targeting assay to examine the requirement for chromatin remodelers in neural stem and progenitor cells during development

CRISPR-Cas9 somatic targeting in zebrafish provides a simple and rapid method to investigate the function of a gene during embryonic and larval development. We developed an *in vivo* live animal imaging assay to examine the role of chromatin remodelers and other candidate tumor suppressor genes in neural stem and progenitor cells during brain development (Fig. 6A). CRISPR-Cas9 somatic targeting is performed in the *Tg(H2A.F/Z-GFP)* reporter line (Pauls et al., 2001), which expresses a histone H2A.F/Z-GFP fusion protein that labels chromatin in all nuclei. We validated the assay by somatic targeting of *rb1*, *rbbp4* and *hdac1*, and comparing the phenotype in live 5 dpf larvae with the fixed immunohistochemical analysis of homozygous germline mutants (Fig. 6C-E). CRISPR targeting of *rbbp4* and *hdac1* resulted in gross defects in the head, consistent with the phenotype of stable germline loss of function mutants described above (Fig. 6D,E).

**Fig. 6.**
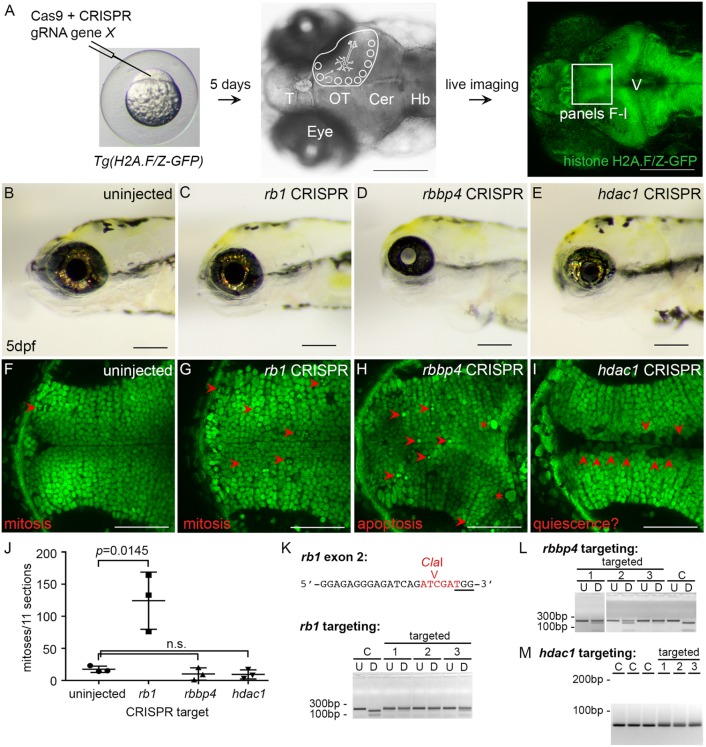
**CRISPR somatic targeting-live imaging assay to test chromatin remodeler function in neural cell populations during brain development.** Somatic inactivation recapitulates germline mutants and reveals distinct requirements for *rb1*, *rbbp4* and *hdac1* in neural progenitor proliferation, differentiation and survival. (A) CRISPR targeting in histone H2A.F/Z-GFP fusion line and dorsal view, and confocal live imaging of GFP in the brain at 5 dpf. (B) 5 dpf wild-type larvae. (C-E) Gross defects in 5 dpf *rb1* (C), *rbbp4* (D) and *hdac1* (E); CRISPR targeted larvae recapitulate germline phenotypes. (F) Confocal imaging in the optic tectum in the brain of a live 5 dpf larva. Section through the ventral region of the optic tectum. Mitotic figures are rarely captured in uninjected larvae at this level of the tectum (red arrowhead). (G) Tectum in *rb1* CRISPR-targeted larva shows cells with nuclei containing condensed chromatin (red arrowheads) scattered throughout the postmitotic region of the tissue. (H) Tectum in *rbbp4* CRISPR-targeted larva shows intense, punctate fluorescence in presumed apoptotic nuclei (red arrowheads) and abnormally large, irregular nuclei (asterisks). (I) Tectum in *hdac1* CRISPR targeted larva shows an overall reduction in size and cell number. Enlarged nuclei with faint GFP line in the ventricle (red arrowheads) are observed. (J) Quantification of M-phase phosphohistoneH3-positive nuclei in the optic tectum in three uninjected control, *rb1*-, *rbbp4*- and *hdac1*-targeted larvae. Targeting experiments were replicated three times for *rb1*, and two times for *rbbp4* and *hdac1*. Plot shows mean±s.e.m. number of positive nuclei in 11 sections, in three biological replicates. The number of M-phase nuclei in *rb1*-targeted larvae is significantly different from that in control larvae. *rb1*, *P*=0.0145; *rbbp4*, *P*=0.3024; *hdac1*, *P*=0.1841; n.s., nonsignificant (two-tailed unpaired Student's *t*-test). (K-M) PCR genotyping shows highly efficient mutagenesis in the three CRISPR-targeted individuals used for quantification. C, control uninjected individuals. Location of *rb1* exon 2 CRISPR gRNA and *Cla*I enzyme site overlapping Cas9 cut site (K). U, undigested PCR amplicon; D, *Cla*I-digested PCR amplicon surrounding exon 2. *rbbp4* and *hdac1* targeting was performed with the gRNAs used to isolate loss of function alleles described in Fig. 5. *rbbp4* targeting (L). U, undigested exon 2 PCR amplicon; D, *Sml*I-digested exon 2 PCR amplicon. In the *hdac1*-targeted larvae the diffuse PCR amplicon band on the gel in targeted individuals correlates with efficient mutagenesis (M). Scale bars: 200 µm (A-E); 50 µm (F-I).

To examine the effects of somatic targeting on neurogenesis at the cellular level, we imaged the optic tectum in live *Tg(H2A.F/Z-GFP)* 5 dpf uninjected **(**Fig. 6F), *rb1* CRISPR-targeted (Fig. 6G), *rbbp4* CRISPR-targeted (Fig. 6H) and *hdac1* CRISPR-targeted (Fig. 6I) larvae. Larvae were mounted with dorsal side upright. A confocal z-stack of 11 slices was collected at 3 μm steps, beginning ∼30 μm below the surface of the tectum, moving ventrally towards the thalamic region. In this ventral region of the tectum, the rate of stem cell division has slowed dramatically compared with the actively proliferative zone at the dorsal side. In wild-type larvae, a single confocal slice through the ventral tectum shows the highly organized radial pattern of neuronal nuclei extending laterally away from the midline. A clear demarcation of cells lining the ventricle marks the midline (Fig. 6F). In the larval midbrain, stem cells line the ventricles and the anterior-lateral surface of the tectum. In the confocal section shown, a single metaphase mitotic figure is present near the anterior side of the uninjected wild-type tectum (Fig. 6F, arrowhead). Quantification of mitotic figures in 11 wild-type sections showed 14-23 dividing cells per individual tectum (*n*=3) (Fig. 6J; Table S10).

Live imaging of the tectum in *rb1* CRISPR-targeted larvae showed a dramatic increase in the number of cells with condensed chromatin (Fig. 6G, arrowheads), consistent with the phosphohistone H3 immunolabeling results from *rb1/rb1* mutant fixed, sectioned tissue. The M-phase cells were located near the ventricle and also distributed throughout the tectum, where the regular array of postmitotic neuron cell bodies are located. The total number of cells with condensed chromatin in *rb1*-targeted embryos was significantly higher than in wild type, ranging from 76 to 133 (*n*=3, *P*=0.0145) (Fig. 6JD; Table S8). The variability in total number in *rb1*-targeted larvae might be caused by the degree of mosaicism and formation of bi-allelic indel mutations, although genotyping indicated that each was efficiently mutagenized at the CRISPR target site (Fig. 6K). These results suggest that *rb1/rb1* mutant neural precursors can re-enter the cell cycle after migration into the postmitotic region of the tectum.

To examine the behavior of *rb1* mutant neural precursors in real time, time-lapse confocal images were captured of H2A-GFP in wild-type and homozygous mutant *rb1Δ7/Δ7* larval brains (Movies 1 and 2, Fig. S9B). Live imaging of the dorsal surface of the optic tectum in wild type at 3 dpf (Movie 1) and 5 dpf (Movie 2) shows that the tissue is highly proliferative, with multiple stem cells entering and completing mitosis. At 5 dpf, in more ventral regions of the tectum where tissue growth has slowed, a 2-h time lapse showed quiescent neural precursors, and only one stem cell at the periphery was captured undergoing mitosis (Movie 3). In contrast, in the *rb1Δ7/Δ7* mutant, multiple cells throughout the tectum underwent chromosome condensation (Movie 4). Over the course of 3 h, cells that had entered the cell cycle failed to progress through metaphase, and frequently appeared to be removed by microglia. These analyses confirmed in real time the requirement for zebrafish Rb1 in blocking neural precursor cell cycle re-entry, and support an additional role for *rb1* in promoting metaphase progression and completion of mitosis.

The role of zebrafish Rbbp4 and Hdac1 in neural cell populations during neurogenesis was also examined by live imaging in CRISPR-targeted larvae. Quantification confirmed that proliferation in the tectum was not significantly different from wild type after targeting *rbbp4* (1-9 cells per larva; *n*=3, *P*=0.3024) (Fig. 6H,J,L; Table S8). In *rbbp4*-targeted larvae, cell nuclei throughout the tectum appeared fragmented or hypercondensed, reminiscent of cells undergoing apoptosis (Fig. 6H, arrowheads). Frequently, very enlarged nuclei or cells were detected near the tectum posterior border (Fig. 6H, asterisks). Like the analysis of fixed tissue from homozygous mutants, live imaging of the *rbbp4*-targeted larval brain revealed that *rbbp4* is required for survival of newborn or postmitotic neurons.

*hdac1* CRISPR-targeted larvae (Fig. 6I,M) also showed a consistent neurogenic phenotype, but a range of severities. In some larvae the optic tectum was reduced in size, while in others the midbrain ventricle was completely open and tectal structures entirely missing. Imaging of *hadc1*-targeted larvae that had developed an optic tectum revealed no significant difference in the number of mitotic cells compared with wild type (3-17 cells per larva; *n*=3, *P*=0.1841) (Fig. 6I,J; Table S8). However, the nuclei in cells lining the ventricle appeared enlarged, with diffuse GFP expression (Fig. 6I, arrowheads), indicating that the chromatin was decondensed. The reduced size of the brain, together with decondensed chromatin in cells lining the ventricle, suggests that the neural stem cells in the *hdac1*-targeted larvae had exited the cell cycle and become quiescent. These results support a requirement for *hdac1* in maintenance of a proliferating neural stem cell population.

Our CRISPR somatic targeting-live imaging assay is a simple, rapid method to test the function of transcriptional regulators in neural cells and gain additional insight into their roles in tumor cell proliferation and oncogenesis. The somatic targeting assay confirms the germline mutant phenotype and reveals a dynamic view of proliferation and commitment in neural cell populations in the developing midbrain (Fig. 7). Our analyses suggest that *rb1* is necessary to block re-entry of neural precursors into the cell cycle. In the absence of *rbbp4*, neural precursors fail to survive and activate caspase 3-mediated apoptosis. The production of new neural precursors is dependent on *hdac1* maintaining proliferation of the neural stem cell pool. Together, these results suggest that elevated expression of *rbbp4* and *hdac1* after *rb1* loss drive unregulated proliferation and growth in zebrafish *rb1* brain tumors.

**Fig. 7.**
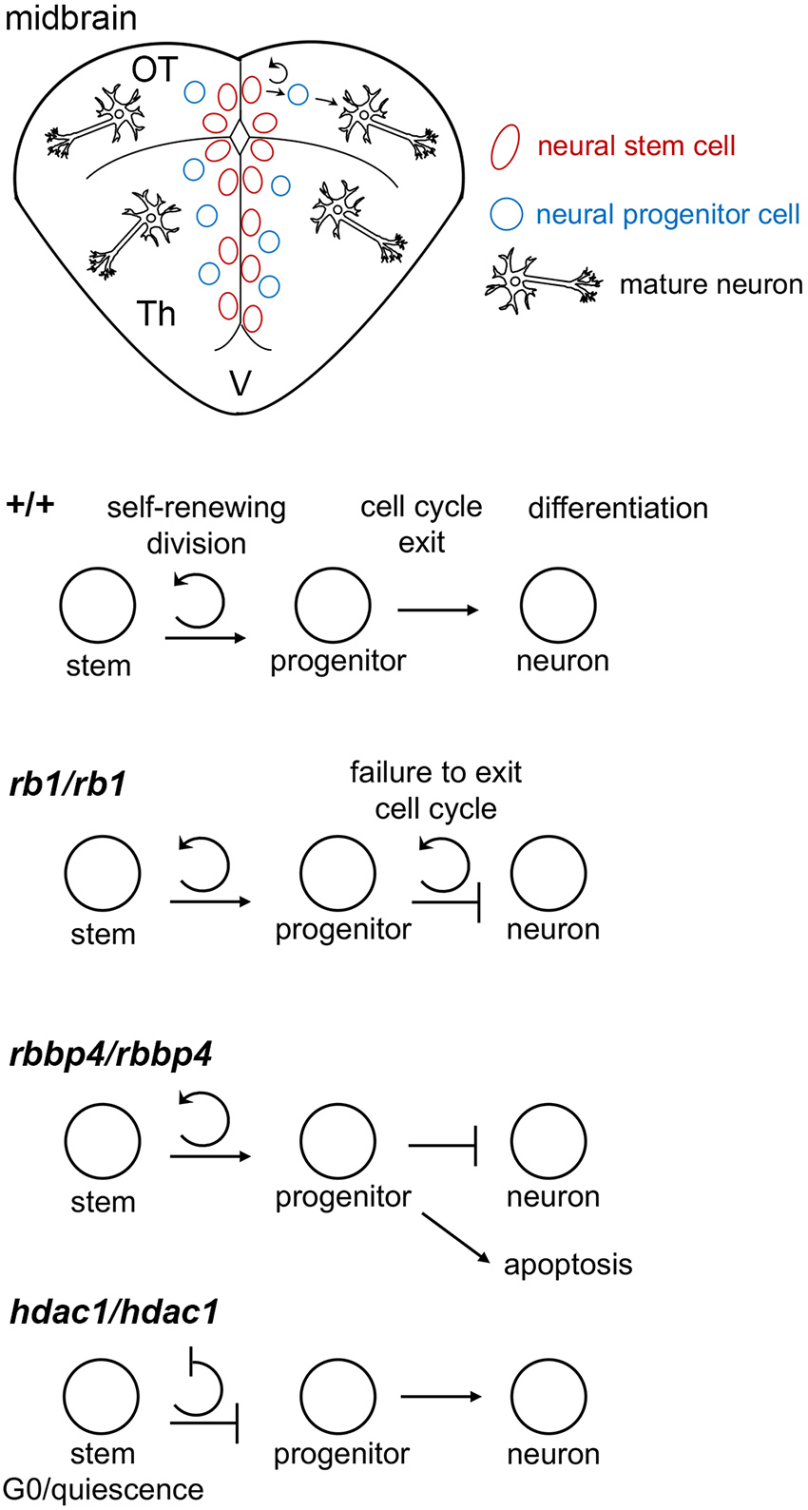
**Roles for *rb1* and chromatin regulators *rbbp4* and *hdac1* in proliferation, survival and terminal differentiation during neurogenesis.** Diagram of spatial organization of neurogenesis in the zebrafish midbrain. In the midbrain, stem cells in the optic tectum (OT) and thalamus (Th) line the ventricles and undergo self-renewing divisions to produce progenitors. Progenitors exit the cell cycle, and neural precursors migrate to their final destination in the parenchyma, where they differentiate into mature neurons. Germline mutant and CRISPR somatic-targeting analyses showed that zebrafish *rb1* is required cell autonomously to prevent neural precursor cell cycle re-entry. *rbbp4* is required for survival of neural precursors. *hdac1* is necessary to maintain proliferation in the stem cell pool, possibly by preventing premature cell cycle exit and differentiation, and/or quiescence.

## DISCUSSION

In this study, we compared the transcriptome of somatically engineered zebrafish *rb1* primitive neuroectodermal-like brain tumors with homozygous *rb1/rb1* mutants and identified epigenetic regulators that could contribute to the mechanism of RB1 mutant tumor oncogenesis. Our results suggest that transcriptional regulation by epigenetic modifiers and neural progenitor transcription factors distinguishes transformed RB1 mutant tumor cells from homozygous mutant brain tissue harboring a simple loss-of-function mutation in *rb1*. We next performed phenotypic mutant analysis in the developing zebrafish larval brain to understand the role of *rb1* and the chromatin remodelers *rbbp4* and *hdac1* in normal neurogenesis. As part of this analysis, we developed a novel *in vivo* assay to examine RB1 and chromatin remodelers in neural precursor proliferation, survival and differentiation. The results show a cell-autonomous requirement for *rb1* in blocking cell cycle re-entry in neural precursors. While *rbbp4* is required for neural progenitor and/or precursor survival, *hdac1* is necessary for maintaining proliferation of the neural stem/progenitor pool. The requirements for *rbbp4* and *hdac1* in regulating neural progenitor proliferation and survival might contribute to oncogenesis after *rb1* loss in zebrafish *rb1* brain tumors. Our study provides novel insights into the tumor suppressive role of zebrafish Rb1 and its candidate interacting proteins Rbbp4 and Hdac1 in driving persistent tumor growth, and identifies Rbbp4 as a potential target to inhibit tumor cell survival.

Our zebrafish *rb1* brain tumor model histologically and molecularly resembles human CNS-PNET, an embryonal tumor composed of proliferative neuroblast cells. Conditional *Rb1* knockout in mice neural precursors in combination with *Tp53 (Trp53)* and *Pten* tumor suppressors favors formation of CNS-PNET over glioma (Chow et al., 2011; Jacques et al., 2010). Although our zebrafish model results from inactivation of a single tumor suppressor *rb1*, tumor pathway analysis identified *TP53*-dependent signaling, DNA mismatch, base excision and homologous recombination repair pathways as altered in *rb1* tumors, and these factors might contribute to transformation and tumorigenesis. In humans, CNS-PNET has been genetically linked to mutation or alteration of *RB1/E2F*, *TP5*3 and DNA mismatch repair pathways (reviewed in Larson and Largaespada, 2012). It has been reported that 4-15% of children carrying *RB1* mutations develop PNETs outside of the retina (Blach et al., 1994; de Jong et al., 2015; Kivelä, 1999), and that silencing of *CDKN2A*, a negative regulator of RB1-inhibiting cyclin-dependent kinases, occurs in sporadic PNETs (Li et al., 2005; Pfister et al., 2007). Sporadic CNS-PNET has also been associated with *TP53* mutation and overexpression (Eberhart et al., 2005) and *TP53* germline mutation in Li Fraumeni syndrome (Orellana et al., 1998). A number of tumor types, including CNS-PNET, arise in individuals with Turcot syndrome Type I, which is linked to mutations in the DNA mismatch repair genes *MLH1*, *MSH2*, *PMS1* and *PMS*2 (De Vos et al., 2004). Altered expression of *RB1/E2F*, *TP53* and DNA mismatch repair pathways in the zebrafish *rb1* brain tumor model is consistent with the genetic origin of human CNS-PNETs.

Comparative genomics revealed that the zebrafish RB1 brain tumors are most similar to the human *OLIG2+/SOX10+* CNS-PNET subtype (Picard et al., 2012; Sturm et al., 2016). We confirmed that Olig2 and Sox10 are highly expressed in tumor tissue, supporting a mechanism in which oligoneural precursor transcription factors contribute to gene expression driving tumor cell proliferation. The previous observations that epigenetic mechanisms drive cell transformation and tumorigenesis in human and mouse retinoblastoma (Aldiri et al., 2017; Benavente et al., 2013; Zhang et al., 2012) suggested that epigenome changes also underlie oncogenesis in the zebrafish *rb1* tumor model. Differential gene expression showed that >36% of all transcriptional regulators, including >170 chromatin remodelers, are altered in the *rb1* tumor transcriptome, which suggests epigenetic control of gene expression drives tumorigenesis. RBBP4, a chromatin adaptor for multiple chromatin remodeling complexes, is an E2F target and, as expected, was increased in the zebrafish *rb1* tumor and *rb1/rb1* homozygous mutant transcriptome. *hdac1*, which is not a direct target of E2F transcriptional activation, was highly upregulated in the tumor transcriptome, but only elevated 1.3-fold in the *rb1/rb1* mutant. This suggests that *hdac1* is one of many chromatin remodelers for which activity might distinguish transformed tumor cells from mutant cells. Gene regulatory network analysis and simulation of tumorigenesis in a human cell line model has suggested that chromatin remodelers cooperate with transcription factors as cells progress to transformation (Malysheva et al., 2016). A similar epigenetic mechanism in which Hdac1 and Rbbp4 associate with oligoneural precursor transcription factors might drive zebrafish *rb1* brain tumor oncogenesis.

Our analysis of zebrafish loss-of-function *rb1/rb1* mutants in neural development reveals a cell-autonomous requirement for *rb*1 in suppressing cell cycle re-entry in neural precursors. This is consistent with the original mouse *Rb1* knockout models demonstrating ectopic proliferation in the embryonic mouse brain (Clarke et al., 1992; Ferguson and Slack, 2001; Jacks et al., 1992; Lee et al., 1992; Lipinski and Jacks, 1999). More recently, conditional *Rb1* knockout in embryonic and adult mouse neural progenitors has shown that *Rb1* is required to control neural precursor proliferation and for the long-term survival of newborn neurons in the olfactory bulb and hippocampus (Naser et al., 2016; Vandenbosch et al., 2016). Although our results do not indicate that zebrafish Rb1 functions in long-term neuron survival, analysis of *rb1/rb1* mutant cells over an extended time would be required to rule out this role. Our live imaging of histone H2A-GFP in zebrafish larval brain allowed a dynamic view of *rb1/rb1* mutant neural precursor behavior and cell cycle entry. Following chromatin condensation, *rb1/rb1* mutant cells failed to progress through mitosis and appeared to idle in prometaphase, indicating that RB1 is also required to complete the cell cycle. A delay in cell cycle exit of retinal ganglion cell precursors was previously reported in the zebrafish *rb1* mutant *space cadet* (Gyda et al., 2012). Whether *rb1/rb1* mutant neural precursors remain arrested in M phase, eventually exit the cell cycle, or undergo continuous rounds of inappropriate cell cycle entry will require additional analyses.

Recently, RB1 has been shown to cooperate with the DREAM complex subunit Lin37 to block cell cycle entry and transition cells from G1 to G0/quiescence (Mages et al., 2017). In budding yeast, the transition from proliferation to quiescence is mediated by DREAM recruitment of the histone deacetylase HDAC1 to S-phase genes to repress cell cycle entry (Miles and Breeden, 2017), again connecting RB1 with chromatin remodeling in cell cycle regulation. RB1 has also been shown to interact genetically with the chromatin remodeler histone demethylase UTX in cell fate control in *Caenorhabditis* *elegans* (Wang et al., 2010a). Zebrafish *rb1/rb1* mutant neural precursors fail to initiate quiescence, but our data showed this also lack the ability to respond to differentiation signals in the environment. RB1 in association with HDAC1 and other chromatin remodelers might be required to shift the gene expression program in G1 neural precursors to a neural differentiation program. The disruption of RB1-dependent transcriptional mechanisms controlling neural precursor quiescence and differentiation could be a part of oncogenesis in RB1 mutant brain tumors.

The zebrafish *rbbp4* and *hdac1* mutants we isolated and characterized have provided new insight into their roles in neural cell fate decisions. RBBP4 has not previously been studied in the developing vertebrate nervous system, and our analysis shows that *rbbp4* is necessary for neural precursor survival in zebrafish. RBBP4 acts as a chromatin adaptor for multiple chromatin regulatory complexes, including HDAC1/NuRD (Alqarni et al., 2014), PRC2 (Kuzmichev et al., 2002; Müller et al., 2002), DREAM/MuvB (Harrison et al., 2006; Litovchick et al., 2007) and the transcriptional activator p300/histone acetyl transferase (Kitange et al., 2016). In zebrafish neural precursors, Rbbp4 could assist in genome maintenance through p300 activation of gene expression in DNA repair pathways, as was reported in glioblastoma cells (Kitange et al., 2016). Additional phenotype and genetic interaction studies of zebrafish *rbbp4* are necessary to dissect the contribution of RBBP4 and its chromatin remodeling complexes to preventing neural precursor apoptosis and facilitating neural differentiation. Like RBBP4, HDAC1 is a component of multiple chromatin remodeling complexes that function separately to control proliferation and differentiation, depending on the cell type and context. The zebrafish *hdac1* mutant phenotype would support a role for HDAC1 in maintaining stem cell proliferation and the production of neural progenitors, either by blocking quiescence or premature differentiation in the stem cell population. The decondensed, enlarged nuclear phenotype of zebrafish *hdac1* mutant stem cells in the brain suggests that histone deacetylation is important for maintaining a proliferative stem cell pool. Global loss of histone acetylation owing to overexpression of HDAC proteins is a common feature in several human cancers (Haery et al. 2015). Together with the survival-promoting activity of RBBP4, HDAC1 and RBBP4 might cooperate to drive persistent proliferation and growth of tumor cells in RB1 mutant brain cancer.

Future studies to investigate the cooperation of RBBP4, HDAC1 and RB1 in specific neural precursor cell types will increase understanding of the mechanisms by which RBBP4 prevents programmed cell death and HDAC1 maintains a balance between proliferation and differentiation and/or quiescence. Since the first description of somatic targeting in zebrafish using custom genome editing nucleases (Bedell et al., 2012), CRISPR/Cas9 and TALENs have been widely adopted to examine developmental mechanisms and model disease (Peng et al., 2014; Shah et al., 2016). Combined with the histone-GFP reporter live imaging assay we developed, our somatic screen provides a rapid method to test chromatin remodelers and further dissect the mechanism controlling RB1-dependent proliferation and survival in neurogenesis and tumor suppression. The recent discovery of a WD40-repeat inhibitor that binds the MLL subunit of PRC2 (Song et al., 2017) suggests that other WDR proteins, such as RBBP4, are strong candidates for chemical compound screening to identify therapeutic drugs. Given the requirement for RBBP4 in neural precursor survival, RBBP4 and its associated chromatin remodeling complexes represent a potential new target to inhibit tumor cells and induce neural cancer cell apoptosis.

## MATERIALS AND METHODS

### Zebrafish care and husbandry

Zebrafish were raised in an Aquatic Habitat housing system from Pentair Aquatic Eco-systems and maintained at 27°C on a 14 h light/10 h dark cycle. The zebrafish WIK wild-type strain and transparent *casper* mutant line (White et al., 2008) were purchased from the Zebrafish International Resource Center (https://zebrafish.org/home/guide.php). Transgenic line *Tg(H2A.F/Z-GFP*) (Pauls et al., 2001) was received from Dr Brian Link, Medical College of Wisconsin. Isolation of the zebrafish *rb1* 7 bp exon 2 frameshift mutation *rb1Δ7is54* was described previously (Solin et al., 2015). All experimental protocols were approved by the Iowa State University (ISU) Animal Care and Use Committee (Log#11-06-6252) and performed in compliance with American Veterinary Medical Association and National Institutes of Health (NIH) guidelines for the humane use of laboratory animals in research. The zebrafish *rb1* brain tumor model was generated by injection of *rb1* TALENs targeting exon 2 (Solin et al., 2015). Animals were monitored according to the guidelines for endpoint in neoplasia studies as outlined in the NIH/Office of Animal Care and Use/Animal Research Advisory committee (ARAC) Guidelines for endpoint in neoplasia studies (oacu.od.nih.gov/ARAC/Guidelines for Endpoints in Animal Study Proposals). Adult fish were monitored daily during feeding for general appearance, size, length, viability and morbidity relative to control siblings. Fish were monitored bi-weekly for evidence of cranial tumors, and sacrificed before tumor burden reached 3 mm in size/25 mg in weight, constituting less than 10% of the total body weight of an adult fish (300-500 mg).

### RNA-Seq libraries, sequencing and analysis

#### Zebrafish *rb1* brain tumor model RNA-Seq libraries

Tissues for isolation of total RNA were dissected from ten adult fish with brain tumors and six control wild-type siblings aged 6.5-10.5 months. One sagittal half of each brain from the diencephalon to behind the cerebellum was isolated for RNA extraction. The remaining half was processed and embedded in either paraffin blocks or OCT media (Thermo Fisher Scientific). Total RNA was isolated using TRIzol (Invitrogen), followed by DNase I (Qiagen) digestion and Qiagen RNeasy MinElute Cleanup (Qiagen). RNA quality was analyzed with the Agilent RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer. One microgram of total RNA input was used for each library preparation. Replicate cDNA libraries were synthesized from ten individual brain tumor RNA samples and two pools of three wild-type brain RNA samples using the Illumina TruSeq RNA Library Prep Kit v2., for a total of 24 barcode-indexed libraries. The 24 cDNA libraries were multiplex 50 bp single-end sequenced in two lanes (12 per lane) on an Illumina HiSeq 2500 instrument at the Genome Sequencing Core, Center for Molecular Analysis of Disease Pathways, University of Kansas.

#### Zebrafish *rb1Δ7/Δ7* mutant 5 dpf larval brain RNA-Seq libraries

Heterozygous *rb1Δ7/+* adults were in-crossed and embryos aged to 5 dpf for tissue isolation. Individual 5 dpf larvae were dissected in two; the head was placed in TRIzol for storage at −80°C; the trunk was placed in 50 mM NaOH, heated at 95°C for 30 min, and used for PCR genotyping. Three pools of five genotyped heads were used to prepare three wild-type +/+ and three *rb1Δ7/Δ7* homozygous mutant barcoded indexed RNA-Seq libraries, as described above. The six indexed libraries were multiplex 50 bp single-end sequenced in two lanes on an Illumina HiSeq 2500 instrument at the Genome Sequencing Core, Center for Molecular Analysis of Disease Pathways, University of Kansas.

Reads were aligned to the GRCz10 zebrafish reference genome using GSNAP version 20150723 with the following parameters ‘-N 1 -t 8 -B 4 -m 5 -A sam --split-output’ to account for exon-exon splice junctions during alignment and a maximum of five mismatches. The ‘uniq’ SAM output files from GSNAP were funneled through Cufflinks 2.2.1 for normalization. Python HT-Seq 0.9.1 was used to generate the count table from the GSNAP ‘uniq’ SAM files. Gene exonic length was calculated from the Danio_rerio.GRCz10.89.gtf file in R using the ‘GenomicFeatures’ package from Bioconductor. Calculation of fragments per kilobase of transcript per million mapped reads (FPKM) was performed using the following equation: FPKM=(10^9^×number of mapped reads to a gene)/(gene exonic length×total mapped reads in the experiment). Count data generated from HT-Seq were analyzed for differential gene expression detection using DESeq2. Differentially expressed genes were defined by an adjusted *P*-value of less than or equal to 0.01 and a 1.5-fold change in either direction.

Correlation coefficient plots were computed using FPKM in Microsoft Excel with the CORREL function. GSEA and E2F target gene analysis was performed at the Broad Institute website (http://software.broadinstitute.org/gsea/index.jsp). IPA (830036, Qiagen) was performed with software licensed to ISU. For IPA, human homologs of zebrafish genes were identified at Biomart (http://www.biomart.org). Differential gene expression of 3302 transcriptional regulators was analyzed using the gene list identified in Armant et al. (2013). Heatmaps were generated in R with gplots heatmaps.2 or with Broad Institute GENE-E software (https://software.broadinstitute.org/GENE-E/). Venn diagrams were drawn at http://www.venndiagrams.net.

### qRT-PCR

Larvae at 5 dpf from an in-cross between *rb1Δ7/+* adults were collected and dissected into head and trunk tissue. Head tissue was placed in TRIzol. Trunk tissue was digested in 50 mM NaOH at 95°C for 30 min, then PCR genotyped to identify homozygous *rb1Δ7/Δ7* and wild-type +/+ siblings. Thirty-three homozygous *rb1Δ7/Δ7* heads and 40 +/+ heads were pooled, and total RNA extracted. mRNA was purified from total RNA using a magnetic isolation kit (E7490S, NEB) and checked for quality using an Agilent 2100 Bioanalyzer. First-strand cDNA was reverse transcribed with SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (11752-050, Invitrogen). qRT-PCR primers are listed in Table S8. Quantitative PCR (qPCR) reactions were set up with SYBR Green (A25742, Applied Biosystems) and a final primer concentration 200 nM. qPCR was run with standard temperature settings on a Roche Lightcycler 480 instrument at the ISU Genome Technology Facility.

### Histology and immunolocalization

For histological analysis tumor tissue was fixed in 10% formalin, paraffin-embedded, microtome sections (6 µm) stained with Hematoxylin 7211 Richard-Allan Scientific (Thermo Fisher Scientific) and 3% Eosin Y (152880250, Argos Organics). For immunolocalization, tumor tissue and larval heads were fixed in 4% paraformaldehyde, embedded in Tissue-Tek OCT 4583 (Thermo Fisher Scientific) and sectioned at 16-20 µm. Cryosections were labeled with the following antibodies: rabbit polyclonal anti-phosphohistone H3 (9701, Cell Signaling Technology) at 1:1000; rabbit polyclonal anti-SOX2 (AB5603, EMD Millipore) at 1:200; rabbit polyclonal anti-SOX10 (GTX128374, GeneTex) at 1:200; rabbit polyclonal anti-OLIG2 (18953, IBL America) at 1:200; mouse monoclonal anti-HuC/HuD (A-21271, Invitrogen) at 1:300; rabbit polyclonal Living Colors DsRed (632496, Clonetech) at 1:200; rabbit anti-activated human caspase 3 (559565, BD Pharmingen) at 1:500. Alexa Fluor 488 (A-11008, Invitrogen)- and Alexa Fluor 594 (A-11005, Invitrogen)-conjugated secondary antibodies were used at a dilution of 1:500. Sections were stained with DAPI and mounted in Fluoro-Gel II containing DAPI (17985-50, Electron Microscopy Sciences). Immunolabeled sections were imaged on a Zeiss LSM700 laser scanning confocal microscope with 10×, 20×, 40× C-apochromat and 63× plan-apochromat objectives. Images and figures were assembled in Adobe Photoshop.

### Isolation of *Tol2<ubi:DsRed2>* transgenic line

The *Tol2<ubi:DsRed2>* transgene was assembled in the mini-*pTol2* vector (Balciunas et al., 2006) by cloning in the zebrafish *ubiquitin* promoter (Mosimann et al., 2011) followed by the *DsRed2* cDNA (Clonetech) and the zebrafish *β*-*actin* 3′UTR (Dr Darius Balciunas, Temple University) (McGrail et al., 2011). One microgram of linearized *pT3TS-Tol2* transposase plasmid (Balciunas et al., 2006) was used for *in vitro* synthesis of *Tol2* transposase-capped, polyadenylated mRNA using the T3 mMessage mMachine High Yield Capped RNA transcription kit (AM1348, Ambion). mRNA was precipitated with LiCl and resuspended in RNase, DNase-free molecular-grade water. The *Tol2<ubi:DsRed2>* transgenic line was isolated by co-injection of 25 pg *Tol2* vector plus 100 pg *Tol2* mRNA into one-cell-stage zebrafish embryos. Two founder fish were screened for germline transmission of ubiquitously expressed DsRed2. The *Tg(Tol2<ubi:DsRed2>)^is56^* line was established from a single F1 adult.

### Blastula cell transplants to create genetic mosaic zebrafish embryos

Transplant of cells from blastula-stage embryos was performed as described previously (Wang et al., 2010b); 30-50 cells from blastula stage embryos from adult *rb1Δ7/+* crossed to *rb1Δ7i/+*; *Tg(Tol2<ubi:DsRed2>)^is56^* were transplanted into blastula-stage *casper* host embryos, and the remaining donor blastula tissue was used for genotyping. Host embryos were screened for DsRed2-positive fluorescence at 24 and 48 hours postfertilization (hpf). Three host embryos containing DsRed2-expressing transplanted cells from three individual donor embryos of wild-type +/+ or homozygous mutant *rb1Δ7/Δ7* genotype were aged to 5 dpf. Larval heads were dissected, fixed, embedded, sectioned and immunolabeled for confocal imaging as described above.

### CRISPR-Cas9 guide RNAs and isolation of loss of function *rbbp4* and *hdac1* mutations

The following CRISPR guide RNAs (gRNAs) were used for somatic targeting of zebrafish: *rb1*, *rbbp4 and hdac1. rbbp4* and *hdac1* gRNAs were also used to isolate the stable germline 4 bp frameshift mutations *rbbp4Δ4-is60* and *hdac1Δ4-is70*. The *rb1* exon 2 CRISPR site 5′-GGAGAGGGAGATCAGATCGA-3′ contains a *Cla*I restriction enzyme site overlapping the Cas9 cut site upstream of the protospacer adjacent motif (PAM). The *rbbp4* exon 2 CRISPR site 5′-GATGACCCACGCCCTTGAG-3′ has a *Sml*I restriction enzyme site overlapping the Cas9 cut site. For *hdac1*, the exon 5 CRISPR site 5′-GACAGACAGTGCCATTAAC-3′ was used for targeting. CRISPR gRNAs were prepared by the cloning-free single-guide RNA synthesis method (Varshney et al., 2015) using Ambion T7 MEGAscript Kit (AM1334M, Ambion) and purified with the Qiagen miRNeasy Kit (217004, Qiagen). *Cas9* mRNA was synthesized *in vitro* using the mMessage mMachine T3 kit (AM1348, Life Technologies). Then, 5-10 μg of *pT3TS-nlsCas9nls* plasmid (46767, Addgene) was linearized with *Xba*I and purified with Qiaquick Spin kit (28104, Qiagen), 500 ng to 1 μg purified linear *pT3T3-nlsCas9nls* DNA was used as template for mRNA synthesis, and the capped *nls-Cas9-nls* mRNA was purified with the miRNeasy kit (Qiagen 217004).

Primers for amplicons to test for mutagenesis were as follows: *rb1* Forward 5′-TTTCCAGACACAAGGACAAGGATCC-3′, Reverse 5′-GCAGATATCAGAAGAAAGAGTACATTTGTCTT-3′; *rbbp4* Forward 5′-GCGTGATGACAGATCTCATATTGTTTTCCC-3′, Reverse 5′-CTGGTGACATCTGGCAACCACT-3′; *hdac1* Forward 5′-GCGGTGAAACTCAACAAACA-3′, Reverse 5′-GAATGGCCAGTACAATGTCG-3′.

To isolate stable germline mutations, 25 pg *rbbp4* or *hdac1* CRISPR guides were co-injected with 150 pg Cas9 mRNA into WIK embryos. Eight to ten targeted embryos were tested for mutagenesis by PCR genotyping, and sibling founders raised to adulthood. Adult founder fish were outcrossed to wild-type WIK fish and F1 embryos screened for inheritance of stable germline mutant alleles. Sibling F1 progeny were raised to adulthood and heterozygotes identified by genotyping of fin clip tissue. F2 families of heterozygous mutant fish were established by outcrossing to wild-type WIK.

### CRISPR somatic targeting and larval brain live imaging

CRISPR gRNAs were co-injected with 150 pg Cas mRNA into one-cell *Tg(H2A.F/Z-GFP)* embryos. At 12 hpf, embryos were placed in (0.003%) 30 mg/l phenyl-thio-urea (PTU) to inhibit melanin synthesis. Larvae at 5 dpf were mounted in 1.2% low-melt agarose containing 160 μg/ml tricaine methanesulfonate ventral side down on coverslip-bottom 35-mm petri dishes. The dish was filled with embryo water (Westerfield, 1995) containing tricaine and PTU. Live larvae were imaged on a Zeiss LSM700 laser scanning confocal microscope using a 40× W-N Achroplan water immersion objective. Z series containing 11 sections were captured beginning ∼30 μm below the dorsal side of the optic tectum and descending ventrally at 3-μm intervals. Three control uninjected *Tg(H2A.F/Z-GFP)* larvae and three CRISPR gRNA-injected *Tg(H2A.F/Z-GFP)* larvae for each gene were imaged. After imaging, larvae were digested in 50 mM NaOH and genotyped by PCR. Mitotic figures in each section were counted in ImageJ. Mitotic figure quantification was plotted and the significance calculated using a two-tailed unpaired Student's *t*-test in GraphPad Prism 7.0 (GraphPad Software).

## Supplementary Material

Supplementary information

First Person interview

# Supplementary material for: Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation
**Source:** Dis Model Mech. 2018 Jun 15;11(6):dmm034124. doi: 10.1242/dmm.034124
**Supplement:** Supplementary information

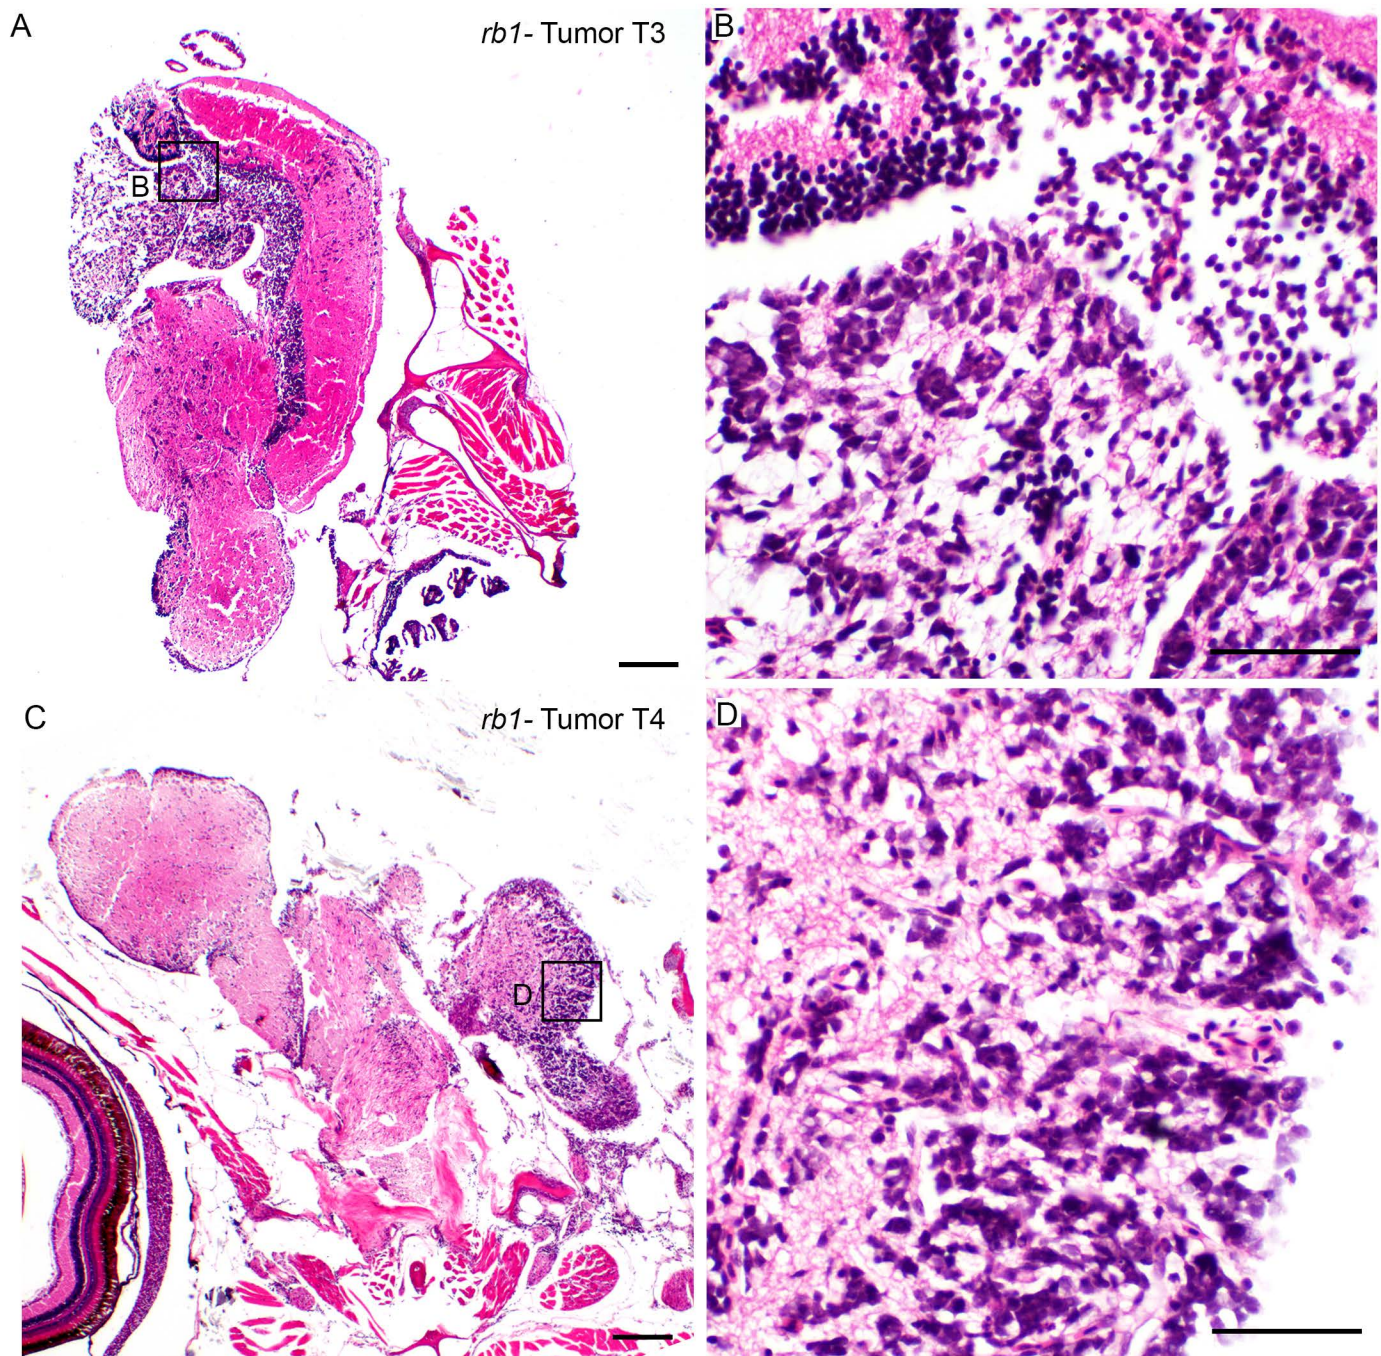

**Figure S1. Histological analysis of neoplastic populations in TALEN induced *rb1*-brain tumor T3 and T4 is consistent with primitive neuroectodermal-like tumor.** H&E stained sections of tissue remaining after dissection of tumors T3 (A, B) and T4 (C, D) used for transcriptome analysis. Sections exhibit an unencapsulated, multifocally infiltrative neoplastic population within the neuropil. Neoplastic cells are small with deeply basophilic, round to oval to wedge-shaped nuclei, densely clumped chromatin, and scant amounts of cytoplasm. Scale bars A, C 200 $\mu$ m; B, D 50  $\mu$ m.

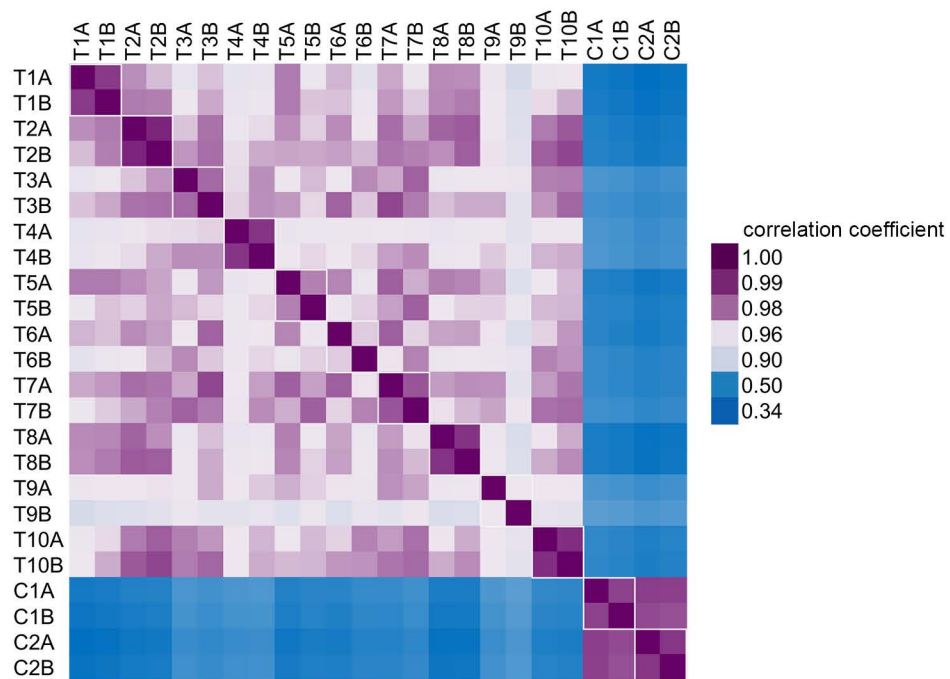

**Figure S2. Correlation coefficients for RNA-Seq libraries from 10 *rb1*-brain tumor and two pools of 3 wildtype adult brains show high correlation between technical and biological replicates.**

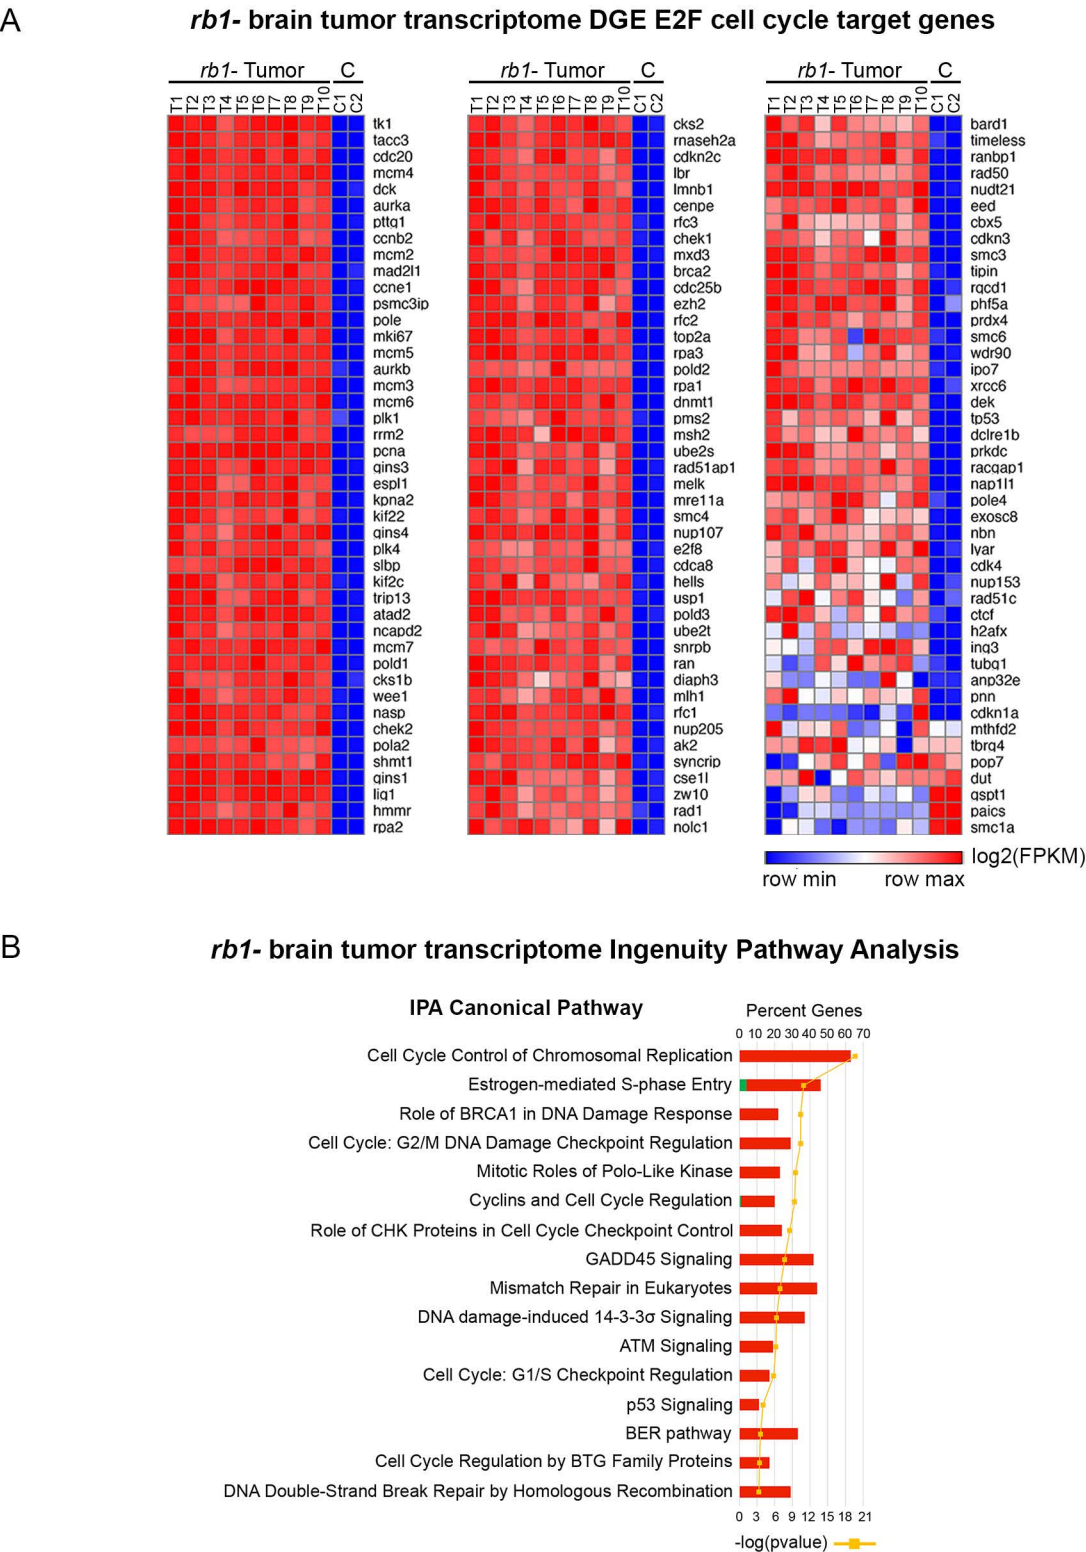

**Figure S3. Differentially expressed E2F target genes and Ingenuity Pathway Analysis of zebrafish *rb1*-brain tumor transcriptome.** **A** Heat map of differentially expressed E2F cell cycle target genes in *rb1*-tumor transcriptome (*rb1*-Tumor, T1-T10) compared to normal adult brain (C, C1-C2). **B** Ingenuity Pathway Analysis Canonical Pathways represented in the *rb1*-tumor transcriptome.

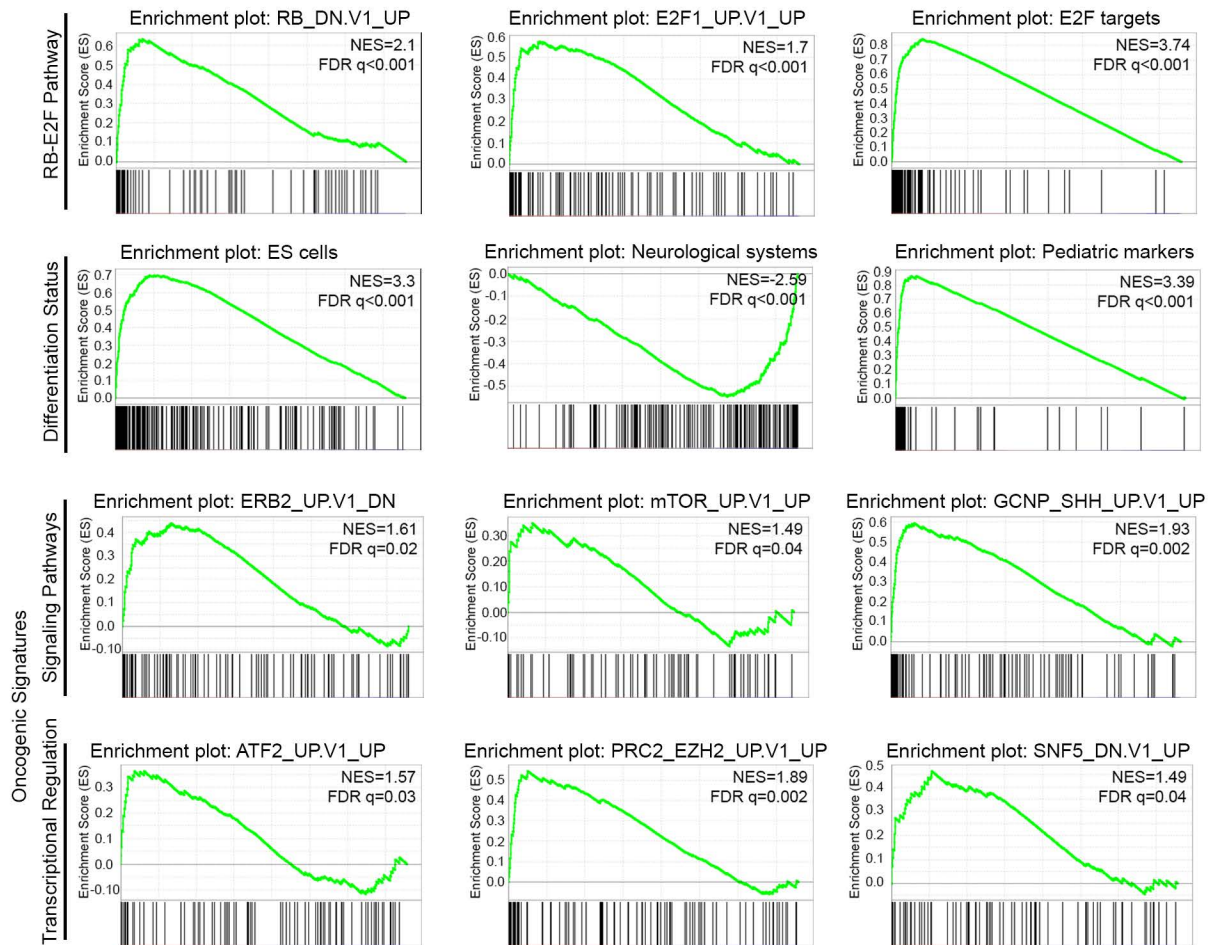

**Figure S4. Gene Set Enrichment Analysis of the *rb1*-tumor transcriptome.** GSEA shows positive correlation with RB-E2F, ES cell, pediatric tumor marker, ERB2, mTOR, SHH, ATF2, PRC2 and SNF5 pathways, and negative correlation with neurological systems.

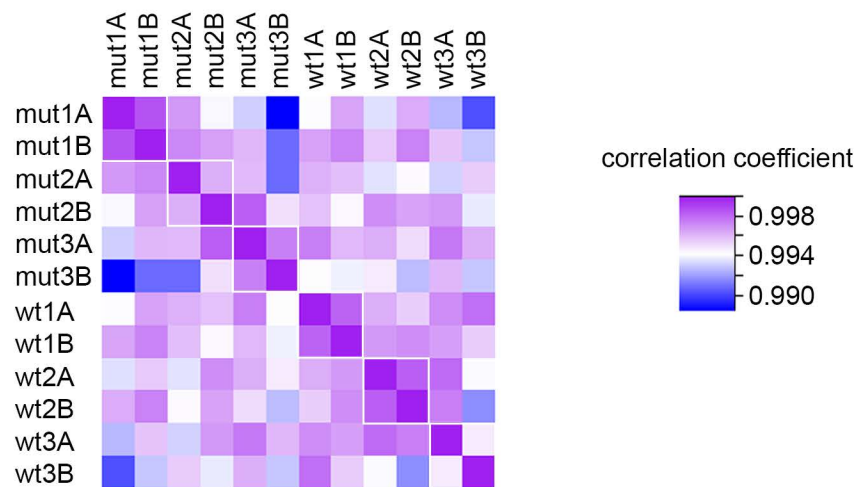

**Figure S5. Correlation coefficients for RNA-Seq libraries from 3 *rb1*Δ7/Δ7 and 3 +/- 5 dpf larva show high correlation between technical and biological replicates.**

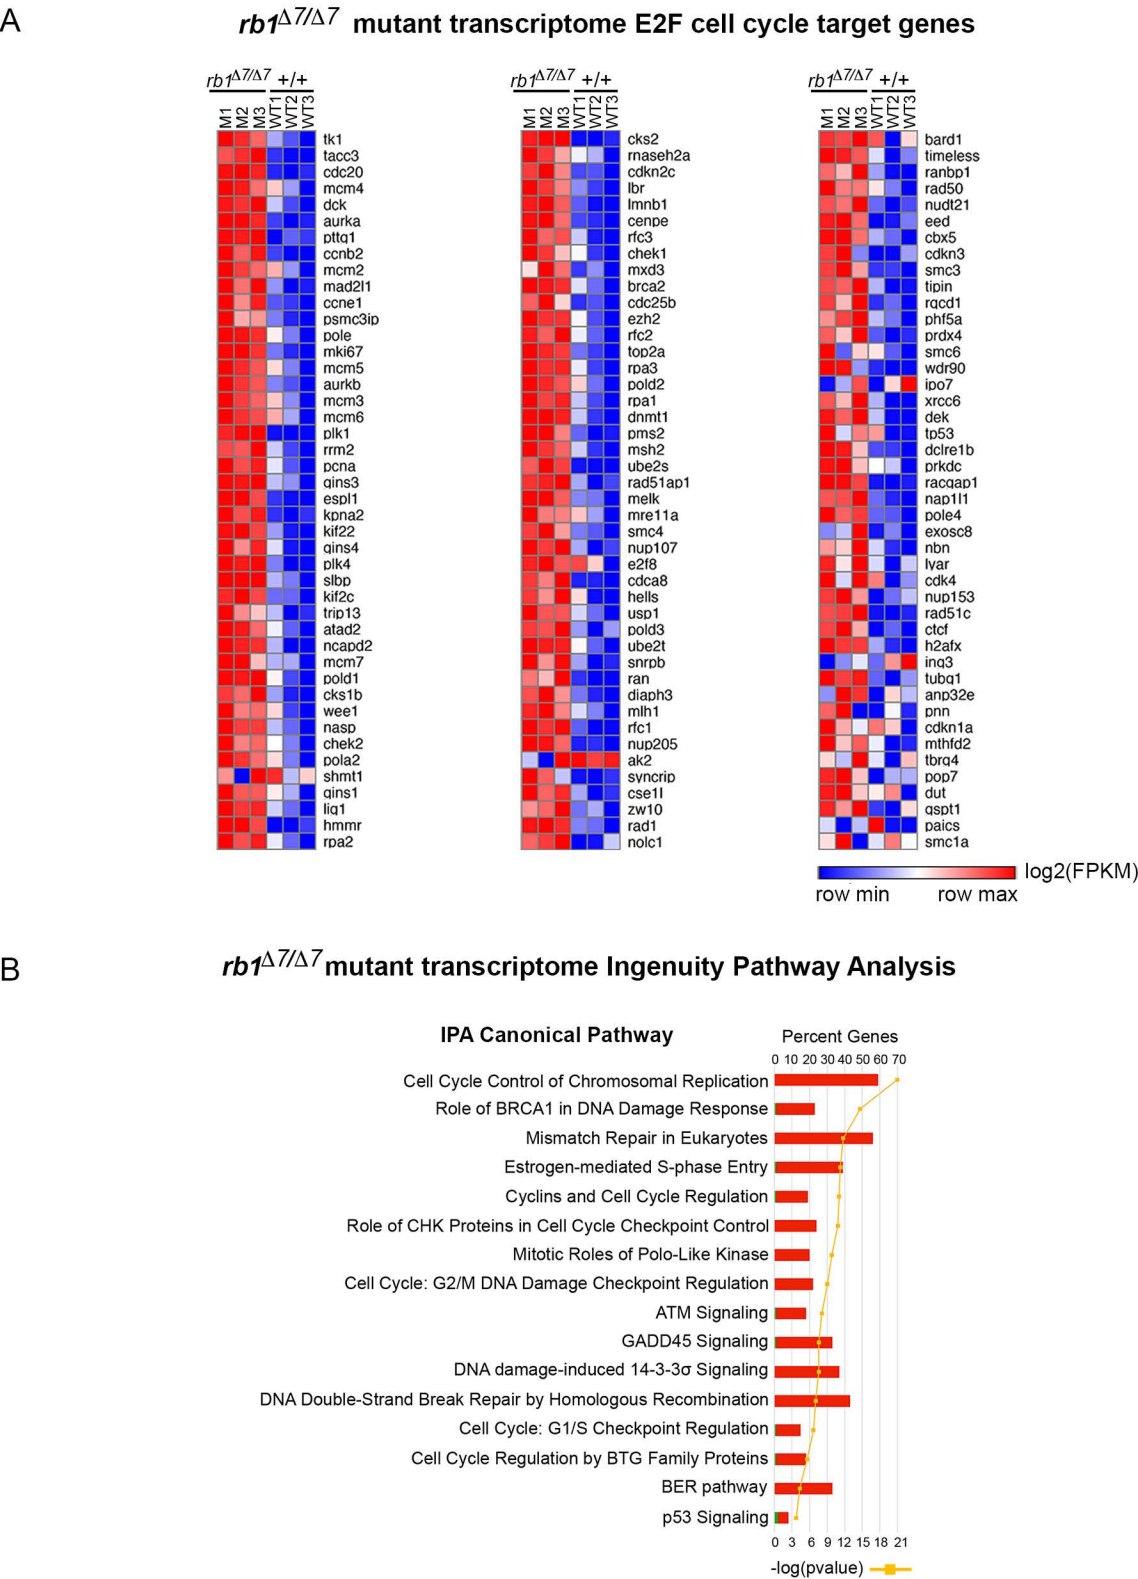

**Figure S6. Differentially expressed E2F target genes and Ingenuity Pathway Analysis of zebrafish *rb1*<sup>Δ7/Δ7</sup> homozygous mutant 5pdf transcriptome.** **A** Heat map of differentially expressed E2F cell cycle target genes in *rb1*<sup>Δ7/Δ7</sup> mutant transcriptome (M1-M3) compared to +/+ wildtype siblings (WT1-3). **B** Ingenuity Pathway Analysis Canonical Pathways represented in the *rb1*<sup>Δ7/Δ7</sup> mutant transcriptome.

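Of the 132 gene names read from the heat map in Fig. S6A, 126 had a higher expression in the *rb1Δ7/Δ7* mutant libraries and 6 a lower one. In 114 of them all 3 mutant libraries were above all 3 wild-type libraries, and no gene had all 3 below. Chance separates the groups completely in 10% of genes. The quartiles of their log2 fold changes were 0.45 and 1.07, and 85 genes reached 1.5-fold. The largest increase was that of *ccne1* (log2 fold change 1.86), and the lowest value was that of *ing3* (log2 fold change -0.26). With the adjustment made over the 132 genes alone, 77 genes were higher at the paper's threshold. In the authors' deposited table, 78 of these genes are higher and past the threshold and 93 have an adjusted p of at most 0.01, so the list was chosen at least in part on these libraries and that count shows no stability.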

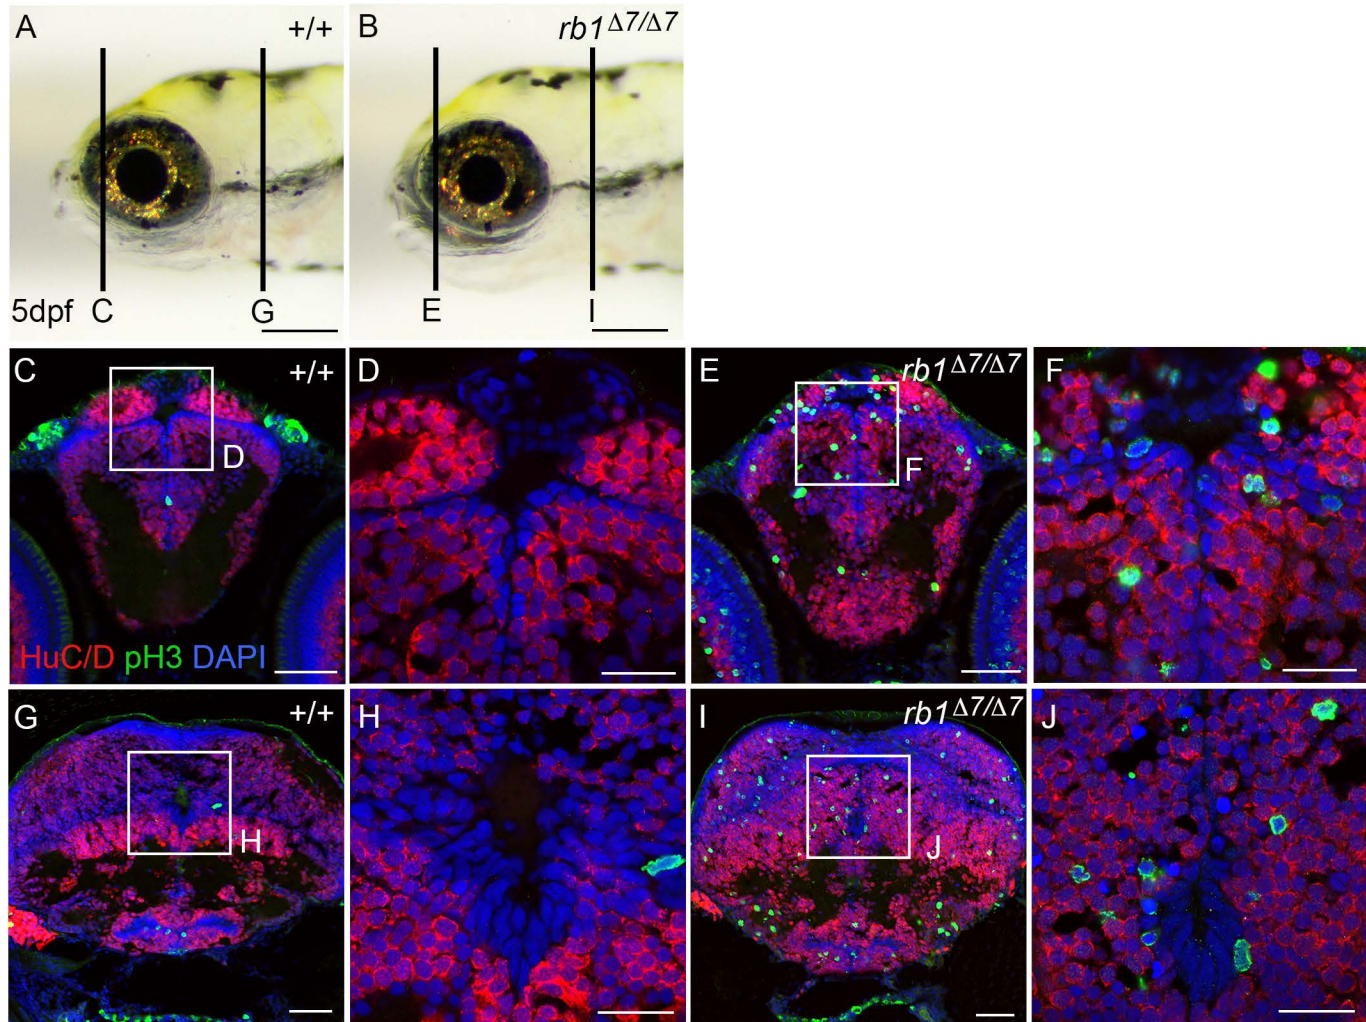

**Figure S7. Ectopic M-phase phosphohistone-H3 positive cells in the telencephalon/forebrain and hindbrain of *rb1* $\Delta 7/\Delta 7$  mutant 5 dpf larva.** **A** wildtype *+/+* and **B** *rb1* $\Delta 7/\Delta 7$  mutant 5 dpf gross morphology. **C-J** Cryosections were labeled with antibodies to the neuronal marker HuC/D (red) and mitotic M-phase marker phosphohistone-H3 (green). Sections through the telencephalon (**C-F**) and hindbrain (**G-J**) show that in wild type mitotic cells are absent or rare, but in the *rb1* $\Delta 7/\Delta 7$  mutant many ectopic phosphohistone-H3 positive cells are scattered throughout the region containing HuC/D-positive cell bodies of neurons.

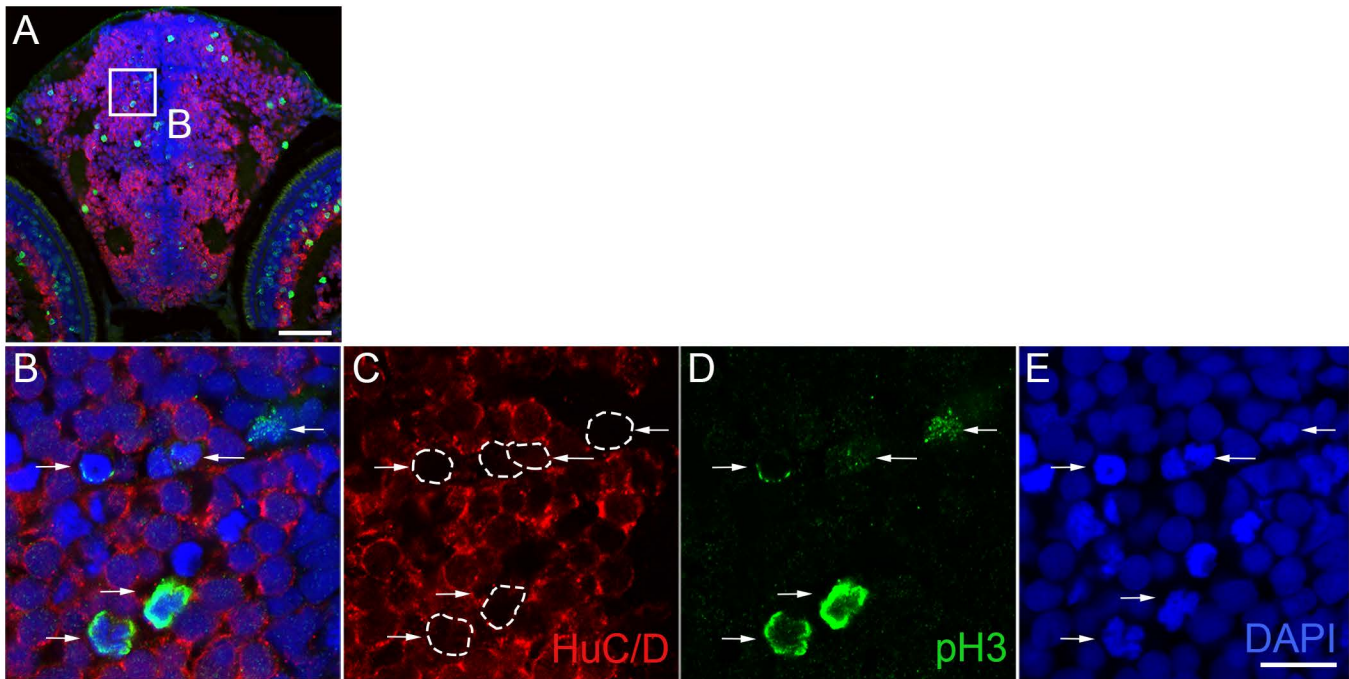

**Figure S8. *rb1* $\Delta 7/\Delta 7$  mutant cells in M-phase lack expression of the neuronal differentiation marker HuC/D.** **A, B** High magnification image of phosphohistone-H3 positive nuclei (**B**, arrows) and HuC/D-positive cells in the tectum of a 5 dpf *rb1* $\Delta 7/\Delta 7$  mutant brain. No overlap is detected between cells expressing HuC/D (**C**, red) and phosphohistone-H3 (**D**, green, arrows, dashed outlines). The chromatin in the phosphohistone-H3 positive cells appears highly condensed (**E**, arrows), consistent with cells in prophase/prometaphase of the cell cycle.

A *rb1* genotype of donor blastula embryos used for cell transplants to create genetic mosaic animals presented in Figure 3.

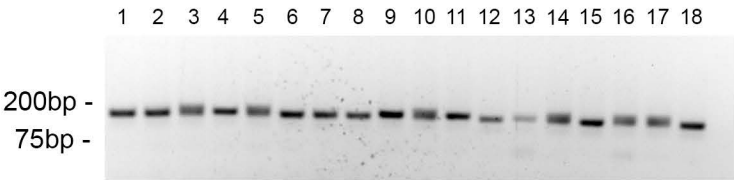

B *rb1* genotype of 5dpf *H2A.F/Z-GFP* larva imaged in time lapse Movies S2-S4.

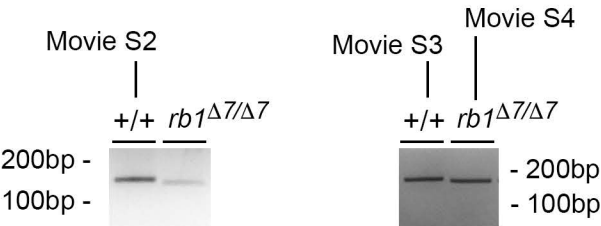

**Figure S9. Genotyping of blastula donor embryos used for cell transplants and 5 dpf larva used for time lapse imaging.** **A** PCR genotyping of remaining tissue in blastula stage donor embryos from *rb1* $\Delta^7$ /+ x *rb1* $\Delta^7$ /+; *Tg(Tol2<ubi:DsRed2>)* after transplanting cells into host *casper* embryos. Genotype of individual embryos is shown below. Sections of host 5dpf larvae containing transplanted cells from +/+ embryo #13 and *rb1* $\Delta^7$ /*rb1* $\Delta^7$  embryos #6 and #12 are shown in Figure 3. **B** PCR genotyping of 5 dpf +/+; *Tg(H2A.F/Z-GFP)* and *rb1* $\Delta^7$ / $\Delta^7$ ; *Tg(H2A.F/Z-GFP)* larva imaged in time lapse Movies S2-S4.

**Table S1. Reads and quality control statistics from *rb1*-brain tumor and normal adult brain RNA-Seq libraries.**

| Table S1. RNASeq statistics for Control adult mid/hindbrain and <i>rb1</i> - defective Tumor transcriptome libraries |                |          |                        |                         |
|----------------------------------------------------------------------------------------------------------------------|----------------|----------|------------------------|-------------------------|
| Sample                                                                                                               | Yield (Mbases) | # Reads  | % of >= Q30 Bases (PF) | Mean Quality Score (PF) |
| <b>Library Replicate A</b>                                                                                           |                |          |                        |                         |
| T1A                                                                                                                  | 718            | 14080104 | 94.03                  | 37.46                   |
| T2A                                                                                                                  | 754            | 14787466 | 94.11                  | 37.47                   |
| T3A                                                                                                                  | 815            | 15976577 | 93.93                  | 37.42                   |
| T4A                                                                                                                  | 770            | 15096943 | 94.11                  | 37.47                   |
| T5A                                                                                                                  | 822            | 16117019 | 94.02                  | 37.46                   |
| T6A                                                                                                                  | 865            | 16965370 | 94.04                  | 37.46                   |
| T7A                                                                                                                  | 843            | 16524639 | 94                     | 37.44                   |
| T8A                                                                                                                  | 817            | 16020463 | 93.95                  | 37.43                   |
| T9A                                                                                                                  | 628            | 12305355 | 94                     | 37.45                   |
| T10A                                                                                                                 | 668            | 13101532 | 93.82                  | 37.39                   |
| C1A                                                                                                                  | 722            | 14153617 | 93.91                  | 37.42                   |
| C2A                                                                                                                  | 721            | 14143448 | 94.08                  | 37.47                   |
| <b>Library Replicate B</b>                                                                                           |                |          |                        |                         |
| T1B                                                                                                                  | 785            | 15387623 | 94.34                  | 37.56                   |
| T2B                                                                                                                  | 735            | 14412119 | 94.41                  | 37.59                   |
| T3B                                                                                                                  | 826            | 16188958 | 94.29                  | 37.55                   |
| T4B                                                                                                                  | 740            | 14514689 | 94.38                  | 37.58                   |
| T5B                                                                                                                  | 812            | 15931174 | 94.34                  | 37.57                   |
| T6B                                                                                                                  | 840            | 16466627 | 94.4                   | 37.58                   |
| T7B                                                                                                                  | 893            | 17516572 | 94.35                  | 37.57                   |
| T8B                                                                                                                  | 713            | 13981005 | 94.34                  | 37.57                   |
| T9B                                                                                                                  | 702            | 13767340 | 94.3                   | 37.57                   |
| T10B                                                                                                                 | 778            | 15247837 | 94.14                  | 37.5                    |
| C1B                                                                                                                  | 762            | 14940910 | 94.25                  | 37.54                   |
| C2B                                                                                                                  | 773            | 15158180 | 94.38                  | 37.58                   |

Library technical replicates A and B were sequenced by 50pb single read HiSeq Rapid Run in 2 separate lanes  
 T, RNASeq library from 10 tumors dissected from 10 individual adult fish  
 C, each control library 1 and 2 was generated from mid/hindbrain tissue dissected from 3 adults

**Table S2. Gene read counts and FPKM for zebrafish *rb1*-brain tumor RNA-Seq libraries.**

[Click here to Download Table S2](#)

**Table S3. DGE zebrafish *rb1*-brain tumor RNA-Seq libraries.**

[Click here to Download Table S3](#)

**Table S4. Reads and quality control statistics from zebrafish homozygous mutant *rb1* $\Delta$ 7/ $\Delta$ 7 and wildtype *+/+* 5 dpf larval head RNA-Seq libraries.**

| Table S4. RNASeq statistics for wildtype (wt) and <i>rb1</i> $\Delta$ 7/ $\Delta$ 7 mutant (mut) 5 dpf larval head transcriptome libraries |                |          |                            |                         |
|--------------------------------------------------------------------------------------------------------------------------------------------|----------------|----------|----------------------------|-------------------------|
| Sample                                                                                                                                     | Yield (Mbases) | # Reads  | % of $\geq$ Q30 Bases (PF) | Mean Quality Score (PF) |
| <b>Lane 1</b>                                                                                                                              |                |          |                            |                         |
| mut1A                                                                                                                                      | 1588           | 31136059 | 96.55                      | 38.31                   |
| mut2A                                                                                                                                      | 1605           | 31480228 | 96.5                       | 38.29                   |
| mut3A                                                                                                                                      | 1476           | 28941078 | 96.55                      | 38.31                   |
| wt1A                                                                                                                                       | 1538           | 30166621 | 96.56                      | 38.31                   |
| wt2A                                                                                                                                       | 1383           | 27110928 | 96.52                      | 38.3                    |
| wt3A                                                                                                                                       | 1430           | 30000242 | 96.57                      | 38.32                   |
| <b>Lane 2</b>                                                                                                                              |                |          |                            |                         |
| mut1B                                                                                                                                      | 1573           | 30850489 | 96.64                      | 38.35                   |
| mut2B                                                                                                                                      | 1591           | 31191898 | 96.6                       | 38.34                   |
| mut3B                                                                                                                                      | 1462           | 28659652 | 96.64                      | 38.36                   |
| wt1B                                                                                                                                       | 1524           | 29882640 | 96.65                      | 38.36                   |
| wt2B                                                                                                                                       | 1370           | 26854728 | 96.62                      | 38.35                   |
| wt3B                                                                                                                                       | 1516           | 29722165 | 96.67                      | 38.36                   |

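Table S4 lists between 26854728 and 31480228 reads per lane for these libraries, and over both lanes between 75.5% and 78.4% of the reads of a library were counted on genes in the deposited table. In 3 libraries, mutant pool 3 and wild-type pools 1 and 2, the lane with fewer reads in Table S4 has more counts on genes, and the shares of lanes A and B differ by 1.42 to 1.51 percentage points, against at most 0.033 in the other 3. With the lane names exchanged in these 3 libraries the shares would differ by at most 0.0239 percentage points. The deposited names were kept, and sums over both lanes do not depend on them. Lanes A and B of a library are repeat measurements of the same pool of heads. In a chi-square test of their counts over genes, the ratio of the statistic to its degrees of freedom lay between 0.9889 and 1.015 for the 6 libraries, with p-values between 0.0638 and 0.875, so the lanes differed by no more than sampling noise. The same ratio was between 10.47 and 46.73 for different libraries of one genotype. The lanes were therefore counted as 1 sample.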

Libraries were sequenced by 50bp single read HiSeq Rapid Run in each of 2 separate lanes, A and B.  
 mut, 3 separate pools of 5 heads each from *rb1* $\Delta$ 7/ $\Delta$ 7 genotyped 5 dpf larvae.  
 wt, 3 separate pools of 5 heads each from *+/+* genotyped sibling 5 dpf larvae.

**Table S5. Gene read counts and FPKM for zebrafish *rb1* $\Delta$ 7/ $\Delta$ 7 mutant RNA-Seq libraries.**

[Click here to Download Table S5](#)

**Table S6. DGE zebrafish *rb1* $\Delta$ 7/ $\Delta$ 7 mutant RNA-Seq libraries.**

[Click here to Download Table S6](#)

**Table S7. Quantification of phosphohistone-H3 positive cells in wildtype and *rb1*  $\Delta 7/\Delta 7$  mutant 5dpf larval midbrain and retina**

| <u>individual 5dpf larvae</u> | # of phosphohistone-H3 positive cells |               |                                |               |
|-------------------------------|---------------------------------------|---------------|--------------------------------|---------------|
|                               | wildtype +/+                          |               | <i>rb1</i> $\Delta 7/\Delta 7$ |               |
|                               | <u>midbrain</u>                       | <u>retina</u> | <u>midbrain</u>                | <u>retina</u> |
| 1                             | 2                                     | 1             | 85                             | 89            |
| 2                             | 3                                     | 0             | 62                             | 103           |
| 3                             | 6                                     | 5             | 50                             | 83            |
| 4                             | 7                                     | 4             | 69                             | 98            |
| 5                             | 5                                     | 3             | 62                             | 97            |
| 6                             | 3                                     | 2             | 61                             | 99            |
| 7                             | 5                                     | 3             | 83                             | 115           |
| 8                             | 4                                     | 3             | 63                             | 120           |
| 9                             | 3                                     | 1             | 59                             | 73            |
| 10                            | 0                                     | 2             | 67                             | 101           |
| 11                            | 4                                     | 2             | 57                             | 103           |
| 12                            | 1                                     | 4             | 63                             | 75            |
| 13                            | 6                                     | 4             | 42                             | 93            |
| 14                            | 2                                     | 4             | 75                             | 97            |
| 15                            | 3                                     | 2             | 81                             | 92            |
| 16                            | 5                                     | 0             | 71                             | 50            |

**Table S8. Primer sequences used for quantitative RT-PCR**

| Gene   | Forward Primer             | Reverse Primer            |
|--------|----------------------------|---------------------------|
| ascl1b | GCTGTGCTGTGGTGATAAACGT     | CAAGCCTTGCCACTGCTCTT      |
| hdac1  | TACCACAGTGACGACTACATCAAGT  | CAACAGATCCACCTGTTGAGAGC   |
| metap1 | GAACTGTGTGGAGAAAGAAGTCAACA | AAGGATGATCTGCATAGTCTGGTCT |
| olig2  | AGCGAGATCTACGGCGGAG        | TGGTGAAGCAGAGGATGGT       |
| rbbp4  | CGCTTGAGTGGCCCAGTC         | GCATCATCATTGGGCAGCTGA     |

**Table S9. Quantification of activated caspase-3 positive cells in wt, *rbbp4/rbbp4* and *hdac1/hdac1* 2dpf larval midbrain and retina**

| <u>individual 2dpf<br/>larvae</u> | # of activated caspase-3 positive cells |        |                                  |        |                                  |        |
|-----------------------------------|-----------------------------------------|--------|----------------------------------|--------|----------------------------------|--------|
|                                   | wildtype +/+                            |        | <i>rbbp4</i> $\Delta 4/\Delta 4$ |        | <i>hdac1</i> $\Delta 4/\Delta 4$ |        |
|                                   | midbrain                                | retina | midbrain                         | retina | midbrain                         | retina |
| 1                                 | 3                                       | 3      | 64                               | 132    | 8                                | 2      |
| 2                                 | 3                                       | 0      | 38                               | 136    | 5                                | 5      |
| 3                                 | 1                                       | 0      | 116                              | 170    | 4                                | 0      |

**Table S10. Quantification of nuclei with condensed chromatin/mitotic figure in 5dpf larval tectum after *rb1*, *rbbp4*, *hdac1* CRISPR/Cas9 targeting**

| confocal<br>section | # of nuclei with condensed chromatin/section |    |    |                                      |     |    |                                               |    |    |                                               |    |    |
|---------------------|----------------------------------------------|----|----|--------------------------------------|-----|----|-----------------------------------------------|----|----|-----------------------------------------------|----|----|
|                     | uninjected<br>control larva                  |    |    | <i>rb1</i> -CRISPR<br>targeted larva |     |    | <i>rbbp4</i> -<br>CRISPR<br>targeted<br>larva |    |    | <i>hdac1</i> -<br>CRISPR<br>targeted<br>larva |    |    |
|                     | #1                                           | #2 | #3 | #1                                   | #2  | #3 | #2                                            | #3 | #4 | #1                                            | #2 | #3 |
| 1                   | 1                                            | 2  | 2  | 10                                   | 16  | 5  | 1                                             | 0  | 1* | 1                                             | 0  | 0  |
| 2                   | 1                                            | 3  | 0  | 6                                    | 12  | 10 | 1                                             | 0  | 8* | 3                                             | 0  | 2  |
| 3                   | 0                                            | 3  | 1  | 9                                    | 14  | 7  | 1                                             | 0  | 3* | 2                                             | 0  | 1  |
| 4                   | 1                                            | 2  | 0  | 8                                    | 14  | 9  | 1                                             | 0  | 2  | 0                                             | 0  | 1  |
| 5                   | 0                                            | 2  | 1  | 11                                   | 16  | 9  | 0                                             | 0  | 1  | 2                                             | 0  | 1  |
| 6                   | 1                                            | 3  | 0  | 11                                   | 17  | 10 | 1                                             | 0  | 1  | 4                                             | 0  | 3  |
| 7                   | 3                                            | 3  | 0  | 14                                   | 21  | 3  | 2                                             | 0  | 1  | 3                                             | 2  | 0  |
| 8                   | 2                                            | 1  | 1  | 20                                   | 15  | 7  | 0                                             | 0  | 0  | 0                                             | 1  | 0  |
| 9                   | 3                                            | 1  | 2  | 11                                   | 12  | 4  | 0                                             | 0  | 0  | 0                                             | 0  | 0  |
| 10                  | 1                                            | 1  | 4  | 15                                   | 11  | 6  | 1                                             | 0  | 0  | 1                                             | 0  | 0  |
| 11                  | 1                                            | 2  | 4  | 18                                   | 16  | 6  | 1                                             | 1  | 3  | 1                                             | 0  | 0  |
| Total               | 14                                           | 23 | 15 | 133                                  | 164 | 76 | 9                                             | 1  | 8  | 17                                            | 3  | 8  |

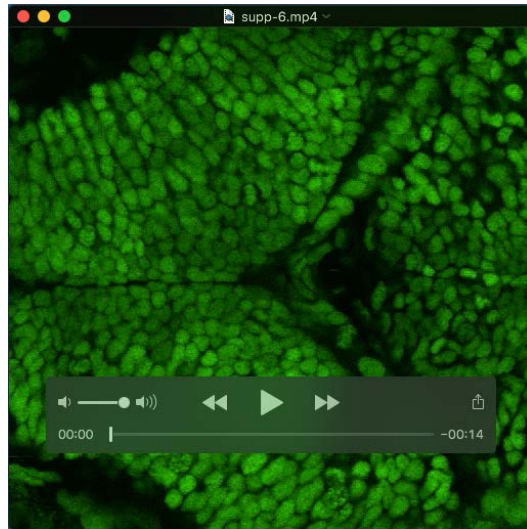

**Movie S1.** Live confocal time lapse movie of histone H2A.F/Z-GFP in dorsal optic tectum of a 3 dpf wild type larva. One-hour time lapse movie compressed to 10 frames/second.

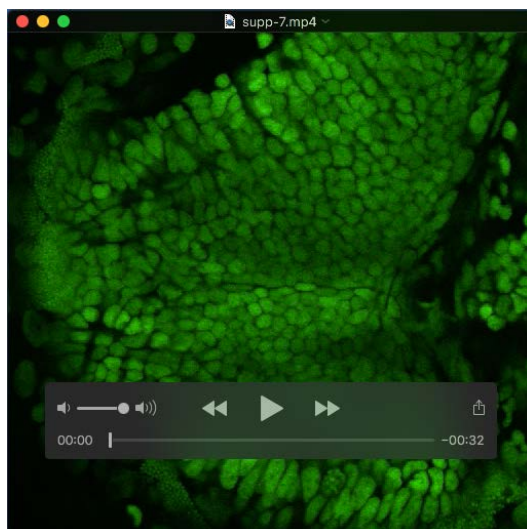

**Movie S2.** Live confocal time lapse movie of histone H2A.F/Z-GFP in dorsal optic tectum of a 5d pf wild type larva. Two-hour time lapse movie compressed to 10 frames/second.

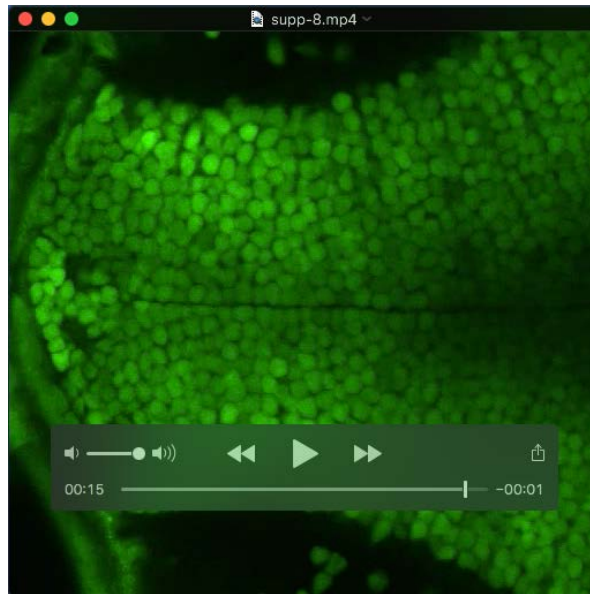

**Movie S3. Live confocal time lapse movie of histone H2A.F/Z-GFP in ventral optic tectum of a 5 dpf wild type mutant larva.** Two-hour time lapse movie compressed to 10 frames/second.

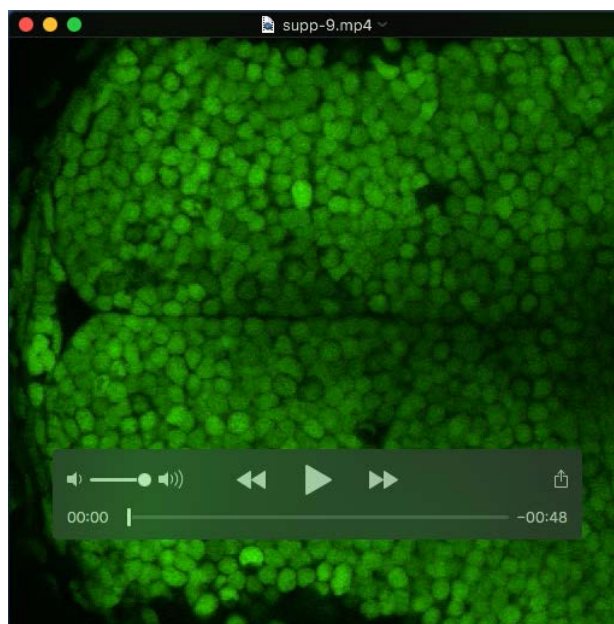

**Movie S4. Live confocal time lapse movie of histone H2A.F/Z-GFP in ventral optic tectum of a 5 dpf *rb1*Δ7/Δ7 mutant larva.** Three-hour time lapse movie compressed to 10 frames/second.

# Supplementary material for: Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation
**Source:** Dis Model Mech. 2018 Jun 15;11(6):dmm034124. doi: 10.1242/dmm.034124
**Supplement:** First Person interview

## FIRST PERSON

## First person – Laura Schultz

First Person is a series of interviews with the first authors of a selection of papers published in Disease Models & Mechanisms, helping early-career researchers promote themselves alongside their papers. Laura Schultz is first author on 'Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation', published in DMM. Laura conducted the research in this article while a graduate research assistant in the lab of Maura McGrail at Iowa State University, Ames, USA, working on characterization of the epigenetic mechanisms driving neurogenesis and transformation in brain oncogenesis in the zebrafish. She is now a postdoctoral fellow at the Center for Individualized Medicine at the Mayo Clinic, Rochester, USA.

### How would you explain the main findings of your paper to non-scientific family and friends?

Pediatric brain cancers can arise after mutation of one gene, a tumor suppressor gene called *retinoblastoma 1*. These tumors rarely contain other known cancer mutations, suggesting that chemical changes to the genome beyond DNA mutation – the epigenome – contribute to tumor growth. In our zebrafish model of *retinoblastoma 1* pediatric

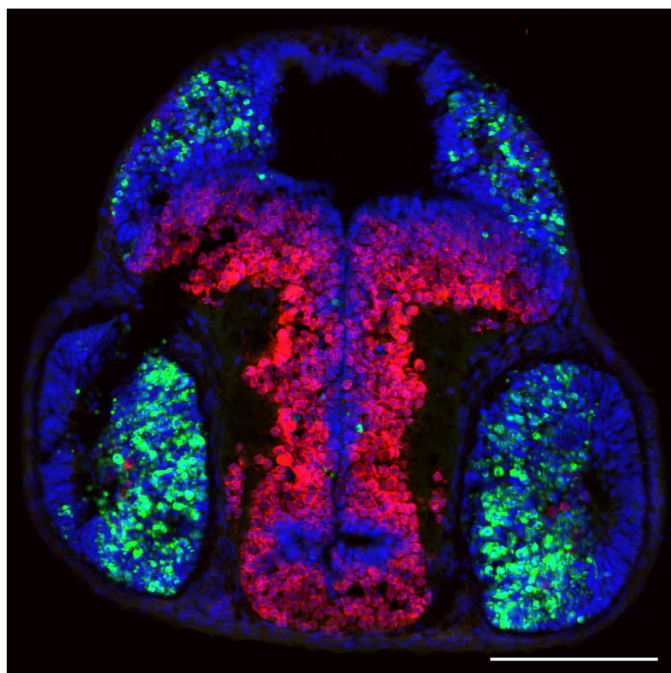

Immunolabeling of mutant zebrafish embryo midbrain at 2 days post-fertilization with neuronal marker HuC/D (red), apoptosis marker caspase-3 (green) and nuclear marker DAPI (blue) reveals extensive apoptosis in the neurogenic regions of the brain and retina.

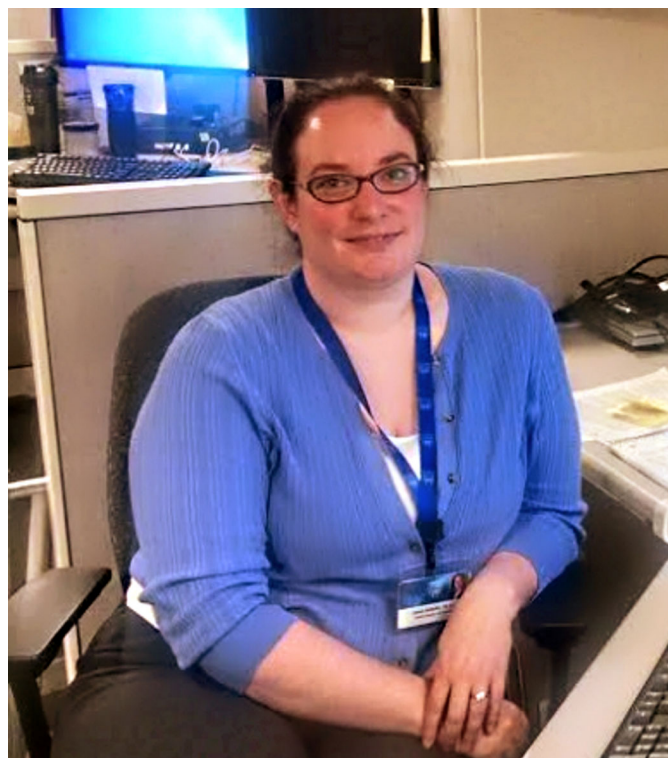

Laura Schultz

brain cancer we found high levels of genes that regulate the epigenome. To understand how these epigenetic regulators might contribute to brain tumor growth, we genetically disrupted their activity and examined how this affected brain development in living zebrafish embryos. We found that the genes are necessary for brain cell division and survival. In the future, we might be able to cause brain cancer cell death and block tumor growth by switching off these epigenetic regulators in *retinoblastoma 1* brain tumors.

### What are the potential implications of these results for your field of research?

Epigenetic regulation of cell transformation and tumorigenesis is currently of great interest. Understanding how epigenetic mechanisms contribute to the complex nuclear changes occurring during oncogenesis is crucial for developing new strategies to limit tumor growth. The identification of chemical inhibitors that block the activity of epigenetic regulators is an important area for therapy development.

### What are the main advantages and drawbacks of the model system you have used as it relates to the disease you are investigating?

The main advantage of zebrafish as a model system is the ease with which gene editing technology can be delivered to the externally fertilized single-cell embryo by simple injection. Highly efficient gene editing in zebrafish allows for rapid modeling of tumorigenesis and introduction of phenotypes in

the targeted generation. The transparency of zebrafish embryos, combined with highly efficient CRISPR/Cas9 gene editing and live imaging, allowed us to rapidly assess the role of epigenetic regulators in neural cell proliferation and survival within five days of development. Normally, these types of studies require 3-6 months to isolate and characterize germline mutations. The main drawback to using zebrafish as a system to model brain cancer is its evolutionary distance from humans and less complex brain structure. However, the fundamental cellular mechanisms governing neurogenesis and oncogenesis appear to be conserved.

### **“Highly efficient gene editing in zebrafish allows for rapid modeling of tumorigenesis and introduction of phenotypes in the targeted generation.”**

#### **What has surprised you the most while conducting your research?**

After spending months analyzing fixed sections with two-dimensional imaging we began three-dimensional live confocal imaging of the developing brain. I was amazed to see how much complexity and dynamic activity was captured with time-lapse imaging that was missed in fixed sections.

#### **Describe what you think is the most significant challenge impacting your research at this time and how will this be addressed over the next 10 years?**

The biggest challenge is finding support for research in non-mammalian model systems. It's important that we continue to advertise the many advantages of a model system like zebrafish.

#### **What changes do you think could improve the professional lives of early-career scientists?**

I think an improvement for early-career scientists would be introducing alternative career options beyond just academia or industry. It would also be beneficial to help early-career scientists see how the skills they gain doing basic research can be translated to careers in clinical or informatics-based applications.

#### **What's next for you?**

I've begun a postdoctoral fellowship at the Center for Individualized Medicine at the Mayo Clinic, Rochester, MN. I'm part of the Diagnostic Odyssey group, which uses genetic analysis of whole exome sequencing and functional studies to help diagnose and understand rare genetic disorders in humans.

#### **Reference**

Schultz, L. E., Haltom, J. A., Almeida, M. P., Wiersen, W. A., Solin, S. L., Weiss, T. J., Helmer, J. A., Sandquist, E. J., Shive, H. R. and McGrail, M. (2018). Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation. *Dis. Model. Mech.* 11: dmm034124.

How the deposited data were processed for this re-analysis (not part of the article)

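RNA-Seq was analysed for 6 libraries of 5 dpf larval heads, 3 *rb1Δ7/Δ7* mutant and 3 +/+ wild-type pools of 5 heads each. The tumor transcriptome, the qRT-PCR and the imaging experiments were not analysed here. Genotype, pool number and lane were taken from the sample labels and from Table S4. The lane names of 3 libraries are uncertain, because the order of their lanes by counts is not the order by reads in Table S4, so fits on each lane alone may mix lanes.

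The authors aligned reads to GRCz10 with GSNAP, kept uniquely aligned reads and counted them per gene with HTSeq, and the deposited count table holds raw counts per gene for each of the 12 lanes. The strand setting of the counting is not given in the paper's text, so genes that overlap or share sequence with a near-identical copy are uncertain. The authors computed FPKM from these counts with the exonic lengths of their annotation, and the deposited FPKM values were checked to follow that equation in all 12 columns. The authors also deposited a table of their DESeq2 comparison with a mean normalized count and a Wald statistic, which are scores for each gene, a log2 fold change with its standard error, and a p-value with its adjusted p-value. The deposited log2 fold changes differed from those of DESeq2 with shrunken fold changes on the summed lanes by a median of 3.05e-05, a comparison chosen after the deposited table had been seen. That table was used only where it is named.

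Counts of both lanes of a library were summed, because the lanes differed by no more than sampling noise, so n is 3 for each genotype. The summed libraries held between 41065256 and 47700950 counts on genes. Genes were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization, the default filter on low counts and genotype as the only term, with Benjamini-Hochberg adjustment over the 22753 genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A gene was called at an adjusted p of at most 0.01 and a change of at least 1.5-fold, as in the paper, and a single gene named in the text was judged on the adjusted p. Lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, at an adjusted p of 0.05 over the lists with at least 5 genes tested. Camera with this correlation also gave small p-values to several lists in splits of the libraries that mix the genotypes, so its p is given beside the size of the change and the splits. Those splits have unequal numbers of mutant libraries on their sides, so they keep part of a genotype difference and do not calibrate that p. Where a symbol of a list had more than 1 identifier, the identifier with more counts was used, a rule made after the counts and the authors' p-values of both *ascl1b* identifiers had been seen. The adjusted p of 0.05 for lists was also set after the counts of *rb1*, *rbbp4*, *hdac1*, *mbd3a*, *olig2* and *ascl1b* had been seen. Ratios between genes and differences between lists were compared between genotypes with exact permutation tests in scipy 1.17.1, which cannot give a p below 0.1 for 3 against 3. Lists were averaged per library on log2(CPM + 1).

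A rule set before the data were examined chose the genes to name. It takes the genes the paper names for the mutant transcriptome, *rb1*, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with a symbol, a mean of at least 1 CPM and no overlap between the groups. The other genes named, which are *jac2*, *jac6*, *jac7*, *jac10*, *gck*, *fbxo32* and the genes with the largest or smallest change in a list (*ccne1*, *ing3*, *chd3*, *mpeg1.2* and *c1qb*), were chosen after their values had been seen. The gene lists, the designs and most alternatives were also written before the data were examined, but after the paper's Fig. 4 and Fig. S6A had been seen, which show the direction of several of the genes. The names of the E2F targets were read by eye from Fig. S6A and sorted by function by hand.

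The pool number is shared between the genotypes in the sample labels, although same-numbered pools are different animals. Same-numbered pools deviated together from their group means. The 6 ways of pairing the pools are too few to tell this from chance, and fits with the pool number as a replicate block are given beside those without it for the gene and list tests, but not for the mixed splits of the libraries or the other alternatives.

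The gene tests were tested on counts simulated for 22753 genes from the means, spread and sizes of the real libraries, with 200 genes changed by a factor of 2. The edgeR test gave the raised genes a median log2 fold change of 1.00 and called 77 of the 200 changed genes, which is 38.5%, and 4 unchanged genes. DESeq2 called 141 changed and 22 unchanged genes, so 13.5% of its calls were unchanged genes, against 4.9% for edgeR. With the replicate block edgeR called 65 changed and 8 unchanged genes, so 11% of its calls were unchanged genes. Each library was simulated without a deviation shared by same-numbered pools, so this cannot judge the block where pools deviate together. Only 200 genes were changed, while 5301 genes of the real libraries had an unadjusted p under 0.05 in the edgeR test. The shares of unchanged genes may therefore not carry over.

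The alternatives were DESeq2 1.42.0, DESeq2 size factors or total counts only in edgeR, 2 other filters on low counts, each lane alone, the 12 lanes as separate samples, the replicate block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, fry in place of camera, and each library left out in turn. Genes near *rb1* were found by gene order in the GRCz12tu assembly, matched by symbol, in windows of tested genes chosen after the data had been seen in place of windows in Mb, because positions in GRCz10 were not used here. The number of transcriptional regulators among the called genes was not computed, because the list of regulators the paper used was not used here.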

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

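The tests of explanations in this part were chosen after the results had been seen, apart from the list test of microglia and macrophage genes. No group had more than 3 libraries, so single libraries were not tested for being far from the others.

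The 5 genes with the largest rises in the *rb1/rb1* mutant are not discussed in the paper. *jac9* had a log2 fold change of 8.42 (adjusted p = 0.000227 from edgeR's quasi-likelihood test), with 1247, 845 and 1040 counts in the mutant libraries and 3, 4 and 1 in the wild-type libraries. *jac3* had a fitted log2 fold change of 6.29 (adjusted p = 0.00299 from edgeR), but its wild-type libraries held 2, 1 and 0 counts, so it was at least 30.4-fold higher when set against 3 counts. *jac8* had a log2 fold change of 5.15 (adjusted p = 0.000649 from edgeR), ENSDARG00000104919 of 4.00 (adjusted p = 0.00505) and AL928650.1 of 3.73 (adjusted p = 0.00299). All 5 were higher in every mutant library than in every wild-type library, which was part of the rule that chose them. With the replicate block their adjusted p lay between 0.000909 and 0.00506 (edgeR). The lowest log2 fold change of the 5 genes over 3 scalings and each lane alone was 3.59, but a scaling shifts all genes alike and could not remove rises of this size, so these values do not test depth. The library totals, between 41065256 and 47700950 counts, differ far less than the counts of these genes. Of the 9 tested genes whose symbol is jac and a number, 3 were called higher, while *jac10*, chosen after its values were seen, had a log2 fold change of -0.02, which ran from -0.06 to 0.04 over the scalings and lanes. *jac6* and *jac2*, also chosen after their values were seen, were higher in every mutant library. *jac6* had a log2 fold change of 3.82 (adjusted p = 0.0342 from edgeR, and 0.00602 with the replicate block), and *jac2* of 0.60 (adjusted p = 0.290 from edgeR, and 0.282 with the replicate block). *jac7*, chosen in the same way, had a log2 fold change of -1.08 (adjusted p = 0.317 from edgeR, and 0.161 with the replicate block), so the members did not all move in one direction, under any of these scalings or lanes. Reads shared between near-identical copies can still have moved counts among *jac3*, *jac6*, *jac8* and *jac9*, and this cannot be told apart here. A stretch of haplotype that differs between the genotypes around the jac genes was tested through their neighbours. Of 35 tested genes within 20 genes of *jac3*, *jac8* and *jac9*, 0 were called and 6 had an unadjusted p under 0.05 (Fisher's exact test, p = 1). So few neighbours leave a local haplotype open. No biological explanation was tested for these 5 genes.

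The list of microglia and macrophage genes, which the paper does not analyse, had a median log2 fold change of 0.26 in the mutant (22 genes, 18 of them higher, adjusted p = 0.00194 from camera, and 0.0011 with the replicate block). It had the same sign under 3 scalings and in each lane, where the value closest to 0 was 0.252, although a scaling shifts all genes alike and this can hardly test depth. It lay at percentile 99.83 of 10000 random lists matched on gene length and expression. Of the 4 splits of the libraries that part all same-numbered pools, only the real one, 1 split, gave as large a median, and with so few splits the share cannot go under 0.05. One of these 4, with mutant pool 1 and wild-type pools 2 and 3 on one side, gave a smaller adjusted p from camera (1.0e-06, median log2 fold change -0.21). Of the splits that part 1 same-numbered pair, the one with mutant pools 1 and 3 and wild-type pool 1 on one side gave a larger median (0.30, 21 of 22 genes higher, adjusted p = 0.000248 from camera). In both splits the list was higher on the side with 2 of the 3 mutant libraries, which a rise in the mutant would also give. With fry, which asks whether the list itself changed, the adjusted p was 0.078. *mpeg1.2* rose most in the list (log2 fold change 1.09) and *c1qb* fell (log2 fold change -1.59). Removal of stalled mutant cells by microglia may raise such a list, and this remains a hypothesis. Camera and fry give different answers, and so few splits, which keep part of a genotype difference, cannot tell the pattern from chance.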

How the results depend on the processing

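The direction and the side of the threshold of the list tests for E2F targets, DNA replication, mitosis, recombination and repair, NuRD, PRC2, the RB and E2F family and photoreceptors were the same under every alternative run, including each library left out. For the E2F targets and the lists sorted from Fig. S6A this shows no stability, because the genes were chosen at least in part on these libraries. The limit applies in part to the PRC2 list, which shares *ezh2* and *eed* with Fig. S6A. It also applies in part to the RB and E2F family list, which shares *e2f8*. The side of the threshold and the direction were also the same under every alternative for *olig2* and for *ascl1b* (ENSDARG00000101628), which never passed. The other *ascl1b* identifier, ENSDARG00000009702, ran from -0.00995 to 0.868 with each library left out. The ratios of *rbbp4* to *hdac1* and to *mbd3a* kept their direction, but 3 against 3 libraries cannot reach a p of 0.05. The median mutant against wild-type correlation of libraries moved by less than its spread on log2(FPKM + 1), with Spearman's coefficient and with low genes left out.

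The number of called genes depended on the processing. In place of 269 genes (204 higher and 65 lower, with 29 E2F targets), DESeq2 on the summed lanes called 1107 (649 higher, 458 lower, 79 E2F targets). With lanes as separate samples, edgeR called 1536 (848, 688 and 84) and DESeq2 1794 (916, 878 and 84). An adjusted p of at most 0.05 with no fold threshold gave 1363 (870, 493 and 82). DESeq2 with shrunken fold changes, which was chosen after the deposited table had been seen, called 1023 (603, 420 and 78). Total counts only in place of TMM raised the called E2F targets to 45. In the simulation DESeq2 called both more changed and more unchanged genes than edgeR. Treating lanes as samples counts each pool as if it were 2 pools, and the lanes differed by no more than sampling noise. With each library left out in turn, the fits called from 1 to 219 genes, from 1 to 179 higher, from 0 to 85 lower, and from 0 to 39 E2F targets. At an unadjusted p under 0.05 the fits without wild-type replicate 2 and without wild-type replicate 3 had 3642 and 4355 genes, of them 1641 and 2042 lower, and 110 and 113 E2F targets that were higher. These fits called 3 genes and 1 gene, and the cause was not tested. The replicate block called 234 genes, 170 higher and 64 lower.

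*rbbp4* stayed between 1.17 and 1.44 with each library left out, and 4 of these 6 fits had an adjusted p above 0.01. *hdac1* passed 0.01 with DESeq2 (log2 fold change 0.427), with lanes as separate samples in edgeR (0.438) and DESeq2 (0.430), and with shrunken fold changes (0.413). *mbd3a* passed only with lanes as separate samples in edgeR (0.284) and DESeq2 (0.277). The causes were not tested.

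*sox8b* and *erbb3a* passed only with lanes as separate samples. *rb1*, just above 0.01, passed under 7 alternatives, the replicate block among them. Several genes near no change changed sign, and none of them passed in any of these fits. *sox10* was 0.0379 with total counts only, 0.0136 in lane A, 0.0352 and 0.0384 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and from -0.0779 to 0.0201 with each library left out. *neurod1* was -0.00325 with DESeq2, -0.00204 with DESeq2 size factors, -0.00148 in lane A, -0.000318 with lanes as separate samples in DESeq2, -0.00295 with shrunken fold changes, and from -0.143 to 0.124 with each library left out. The same ranges were -0.0201 to 0.113 for *pax6a*, -0.0023 to 0.323 for *pax2a* and -0.0179 to 0.143 for *neurod6a*. Of the 10 genes with the largest rises and falls, 9 had weaker results, 25 in all, with no change of sign.

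Among the other lists, the differentiated neuron list had a median log2 fold change of 0.0213 with total counts only and from -0.155 to 0.0363 with each library left out. The skeletal muscle list ran from -0.213 to -0.00935 with each library left out. The microglia and macrophage list (0.263) was not past the threshold with fry, and the smallest size of its median over 18 settings was 0.126. The p53 target list sat at the threshold with camera. It passed under 12 alternatives and did not under 6. Those that passed include DESeq2 (0.329), DESeq2 size factors (0.330), total counts only (0.394), all genes with at least 1 count (0.337), at least 10 counts in every library (0.341), lane B (0.340), lanes as separate samples in DESeq2 (0.332), fry (0.339) and shrunken fold changes (0.266). The median of the p53 target list ran from 0.196 to 0.477 with each library left out. The difference between the mitosis and DNA replication lists ran from -0.273 to 0.0485 with each library left out.

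The odds ratio for called genes near *rb1* passed a p of 0.05 with an adjusted p of at most 0.05 and no fold threshold (2.20), with DESeq2 (2.66), with total counts only (2.51), with lanes as separate samples in edgeR (2.37) and DESeq2 (2.65) and with the replicate block (2.68). With each library left out it passed in 5 of the 6 fits and ran from 0 to 182. The lowest and the highest value come from the fits with 1 gene and 3 genes called, and 3 of the other fits that passed had odds ratios of 3.05, 2.76 and 3.23 (Fisher's exact test, p = 0.0477, 0.0402 and 0.0231). The windows of 5 Mb and 10 Mb around *rb1* were not run, because positions in the build of the files were not used here. Windows of 50, 100 and 200 tested genes on each side were chosen after the data had been seen. With 50 genes the odds ratio was 1.88 (Fisher's exact test, p = 0.293), with 200 it was 1.36 (p = 0.461), and over the whole chromosome, which was set beforehand, it was 1.01 (p = 0.856), so none of these passed.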

Differences from the paper's values

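For *hdac1* in the *rb1/rb1* mutant, the adjusted p was 0.0369 from edgeR's quasi-likelihood test, against the paper's reported value of 0.00123. Of the alternatives set before the data were examined, DESeq2 on the summed lanes gave 0.00117, within a factor of 1.5 of the paper's value, and none of the others did. The others ran from 1.1e-15 to 0.176, the latter without wild-type replicate 2. DESeq2 with shrunken fold changes, chosen after the values had been seen, gave 0.00117 as well. The paper's methods name DESeq2. With lanes as separate samples *hdac1* also passed 0.01, at 2.58e-05 in edgeR and 1.1e-15 in DESeq2.

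The lowest Pearson correlation of FPKM between any 2 lanes was 0.9524, against about 0.99 in Fig. S5, read by eye from its colour scale. Of the alternatives set before the data were examined, log2(FPKM + 1) gave 0.9813, which differs from the paper's value by less than 0.0132. This spread over pairs (SD) was used for every setting. The log2(FPKM + 1) pairs themselves ran only from 0.9813 to 0.9977, so closeness to the paper's value is not shown on that scale. Spearman's coefficient gave 0.9744 and genes with a mean FPKM of at least 1 gave 0.9518. In Fig. S5 the lowest pair is a lane of mutant pool 1 with a lane of mutant pool 3, and here it was a lane of mutant pool 2 with a lane of wild-type pool 1.

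The paper puts *rbbp4* in the mutant far below its threshold. The adjusted p from edgeR was 0.00424, and DESeq2 on the summed lanes gave 2.8e-13. The paper describes *hdac1* as raised in the mutant. It was higher in all 3 mutant libraries here, with an adjusted p above 0.01 with edgeR and under it with DESeq2.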

Other observations

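The list tests, the test of mitosis against DNA replication genes and a test of genes near *rb1* were set before the data were examined. The windows of tested genes near *rb1*, the test of the 5 largest falls, the follow-up tests of the photoreceptor list and the random lists matched to the E2F targets were chosen after the values had been seen. The rules for when a list test or a test of depth is left open were made more cautious after the results had been seen.

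Of the 4 splits of the 6 libraries that part all same-numbered pools, only the real one, 1 split, gave as many called genes, and only the real one, 1 split, gave as many called E2F targets. The other 9 of the 10 splits called 0 genes, with between 61 and 2502 genes at an unadjusted p under 0.05, against 5301 in the real split, and between 0 and 10 E2F targets, against 114. The other 6 splits part 1 same-numbered pair. With so few splits the share cannot go under 0.05. Each of the 9 also holds both genotypes on both sides, so a genotype difference adds to the spread within a side. Few calls there are then partly fixed in advance and do not show what chance gives. The E2F target list kept a median log2 fold change of at least 0.808 over 3 scalings and each lane alone, and lay at percentile 100 of 10000 random lists matched on gene length and expression. The scalings cannot separate depth from biology, because a scaling shifts all genes alike. The medians of the matched lists ran only from -0.102 to 0.0957, against 0.826 for the E2F targets. These values argue against gene length or expression level as the source of the rise. The list was chosen at least in part on these libraries, so the percentile is no independent check of the rise itself.

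The 5 genes with the largest falls were CR388166.2 (log2 fold change -5.32), *fibpb* (-2.68), *pck1* (-2.51), *rab34b* (-2.48) and *efemp2b* (-2.34). CR388166.2 had 0, 4 and 4 counts in the mutant libraries and 71, 90 and 144 in the wild-type libraries, so the size of its fall is uncertain. Their adjusted p lay between 0.000649 and 0.00439 (edgeR), and between 0.00373 and 0.00916 with the replicate block. By gene order in the GRCz12tu assembly, *efemp2b* and *fibpb* are neighbours on the chromosome of *rb1*, 33 and 34 tested genes away, and *rab34b* is 51 away. Of the 4 falls that could be placed, 2 lay within 50 tested genes of *rb1*, a window that holds 0.56% of the placed genes (one-sided Fisher's exact test, p = 0.000183). A candidate explanation is that mutants and wild-type siblings differ in the haplotype linked to *rb1*, so that alleles of nearby genes differ with the genotype whatever *rb1* does. The window was set after the places of these genes had been seen, so the p describes them and tests nothing anew. A test in windows of 10 Mb had been set beforehand and was replaced by windows of tested genes. With the E2F targets left out, 4 of 196 genes within 100 tested genes of *rb1* were called, against 196 of 17603 elsewhere (odds ratio 1.85, Fisher's exact test, p = 0.2872). With DESeq2 23 of 196 were called, 13 lower and 10 higher (odds ratio 2.66, Fisher's exact test, p = 7.9e-05), with the replicate block the odds ratio was 2.68 (p = 0.0445), and 5 of the 6 fits that each left out a library passed 0.05. Of the tested genes 78.8% could be placed, and of the called genes 85.1%, which leaves the background under 80% placed, so both tests are void as tests and are given as descriptions. Sequence differences between haplotypes can also change how many reads align, and that was not tested.

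Photoreceptor genes were lower in the mutant. Of 24 genes on the list 23 were lower, with a median log2 fold change of -0.49 (adjusted p = 9.5e-11 from camera, 0.022 from fry, and 2.3e-09 from camera with the replicate block). In 11 genes all 3 mutant libraries were below all 3 wild-type libraries. The list lay at percentile 0 of 10000 random lists matched on gene length and expression, so gene length does not account for the fall. The value closest to 0 over 3 scalings and each lane was -0.4337, but a scaling shifts all genes alike and can hardly remove a change of this size, so depth cannot be told apart by it. Of the 4 comparable splits only the real one, 1 split, gave as large a median, but one of the others, with mutant pools 1 and 2 and wild-type pool 3 on one side, gave a smaller adjusted p from camera (2.3e-14, median log2 fold change -0.38, 1 of 24 genes higher). That side holds 2 of the 3 mutant libraries, so a fall in the mutant would lower the list there too. The smaller p was thus not free of genotype. So few splits, which keep part of a genotype difference, cannot tell the pattern from chance. Fewer or less mature photoreceptors in the mutant might give such a fall, as might a difference in how much eye tissue each pool of heads held, and neither was tested.

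A stall in early mitosis might raise mitosis genes more than DNA replication genes. The difference between the lists per library was lower by 0.12 in the mutant (-0.1186, two-sided exact permutation test, p = 0.7) and was higher in 1 of 3 same-numbered pairs, so no such rise was seen, and 3 against 3 libraries cannot pass 0.05.

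In the 9 splits that mix the genotypes, camera gave an adjusted p of at most 0.05 to the mitosis list in 9, to the recombination and repair list in 8, to the DNA replication, photoreceptor and skeletal muscle lists in 6 each, to the differentiated neuron list in 5, to the microglia and macrophage list in 3, to the RB and E2F family list in 2 and to the PRC2 list in 1. The PRC2 list had as large a median in 2 of the 9, although none of the 9 gave it as small an adjusted p. Part of a genotype difference remains in each of these splits, so the counts do not show what camera gives without one.

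The p53 target list had a median log2 fold change of 0.34 with 10 of 15 genes higher (adjusted p = 0.05014 from camera, 0.0855 with the replicate block, and from 0.0149 to 0.117 over its alternatives). Whether p53 is active in mutant cells cannot be told from a list at the threshold. The differentiated neuron list had a median of -0.04 with 16 of 24 genes lower (adjusted p = 0.1426 from camera, and 0.235 with the replicate block), and from 0.0137 to 0.981 over its alternatives, so a block of terminal differentiation is neither shown nor ruled out. The skeletal muscle list had a median of -0.127 (adjusted p = 0.107 from camera, and 0.136 with the replicate block), and it passed 0.05 in 3 of the 6 fits that each left out a library. The size of its median was below that of the E2F target, DNA replication, mitosis and recombination and repair lists in 18 of 18 settings. The same held for the NuRD, RB and E2F family and photoreceptor lists. Apart from NuRD, muscle carried along with the head does not account for the changes of these lists. For NuRD the margin was small, with 0.227 as its smallest median size and 0.213 as the largest of the muscle list, so muscle is left open. The size of the muscle median was below that of the microglia and macrophage list in 17 settings and below that of the PRC2 list in 5. For these 2 lists muscle cannot be told apart as a source.

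The fall of *pck1* (43.6 ± 16.4 CPM in the mutant and 247.9 ± 41.3 in the wild type, SD, n = 3) came with a rise of *gck* (log2 fold change 2.84, adjusted p = 0.00222 from edgeR, and 0.00483 with the replicate block) and a fall of *fbxo32* (log2 fold change -2.12, adjusted p = 0.00852 from edgeR, and 0.00373 with the replicate block). *gck* and *fbxo32* were chosen after their values were seen, and no explanation was tested.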
